# Beyond the polymerase-γ theory: Production of ROS as a mode of NRTI-induced mitochondrial toxicity

**DOI:** 10.1371/journal.pone.0187424

**Published:** 2017-11-02

**Authors:** Reuben L. Smith, Josephine M. E. Tan, Martijs J. Jonker, Aldo Jongejan, Thomas Buissink, Steve Veldhuijzen, Antoine H. C. van Kampen, Stanley Brul, Hans van der Spek

## Abstract

Use of some HIV-1 nucleoside reverse transcriptase inhibitors (NRTI) is associated with severe adverse events. However, the exact mechanisms behind their toxicity has not been fully understood. Mitochondrial dysfunction after chronic exposure to specific NRTIs has predominantly been assigned to mitochondrial polymerase-γ inhibition by NRTIs. However, an increasing amount of data suggests that this is not the sole mechanism. Many NRTI induced adverse events have been linked to the incurrence of oxidative stress, although the causality of events leading to reactive oxygen species (ROS) production and their role in toxicity is unclear. In this study we show that short-term effects of first generation NRTIs, which are rarely discussed in the literature, include inhibition of oxygen consumption, decreased ATP levels and increased ROS production. Collectively these events affect fitness and longevity of *C*. *elegans* through mitohormetic signalling events. Furthermore, we demonstrate that these effects can be normalized by addition of the anti-oxidant *N*-acetylcysteine (NAC), which suggests that ROS likely influence the onset and severity of adverse events upon drug exposure.

## Introduction

Modern antiretroviral medication has improved considerably since the introduction of 3’-azido-3’-deoxythymidine (*zidovudine* or AZT) in 1987 and is considered one of the major medical advances of modern medicine due to its efficacy in suppressing HIV-1 replication and maternal transmission. Nonetheless, antiretroviral medicines are frequently associated with severe adverse events and the initiation or exacerbation of degenerative processes, diseases and syndromes [1]. Mitochondrial toxicity caused specifically by NRTI induced perturbation of the function of mitochondrial DNA (mtDNA) polymerase-γ has been denoted as a central mechanism underlying these adverse events and is commonly referred to as ‘the polymerase-γ theory’. In short, polymerase-γ is responsible for mtDNA replication and repair. Inhibition of this enzyme would then result in reduced mtDNA integrity and copy number [2]. As mtDNA encodes for essential components of the mitochondrial respiratory chain, depletion in mtDNA quality and quantity impedes mitochondrial oxidative phosphorylation and consequently mitochondrial function. Lower ATP levels, diminished mitochondrial membrane potential and elevated ROS have frequently been shown to result from exposure to NRTIs *in vitro* [3].

### Toxicity beyond the polymerase-γ theory

Although the polymerase-γ theory clarified several of the adverse events witnessed in patients receiving NRTIs, a large body of evidence has accumulated over the years which suggests that there are modes to NRTI induced mitochondrial toxicity that lie beyond inhibition of polymerase-γ [4,5]. Affinity with and concurrent inhibition of polymerase-γ by NRTIs does not linearly correlate with clinical manifestations of mitochondrial toxicity. Of the NRTIs, AZT for example does not have the highest potential to inhibit polymerase-γ, yet it is the NRTI that is associated with the most mitochondrial related adverse events [6]. Additionally, mitochondrial toxicity caused by NRTIs does not necessarily follow the chronological steps of the polymerase-γ theory; not every case of mtDNA depletion leads to changed expression or activity of mitochondrial respiratory chain (MRC) proteins [7,8]. On the other hand, altered mitochondrial gene transcription and impaired respiratory chain activity have been observed in the absence of mtDNA depletion or reduction of polypeptide synthesis [9–11].

In light of this, NRTIs have been proposed to interfere with mitochondrial function through other mechanisms like altered nucleoside homeostasis caused by NRTI pharmacokinetics [12]. NRTIs can also directly inhibit mitochondrial enzymes [13] and are known to enhance the generation of ROS [14,15] (for a comprehensive review see [4]).

### Reactive oxygen species

Of the models for NRTI toxicity beyond the polymerase-γ theory, oxidative stress is considered to be the most conspicuous [14]. This is especially the case when taking into account that polymerase-γ is sensitive to oxidative damage and modification of its amino acid residues by oxidation causes a decrease in DNA-binding ability and polymerase activity [16]. Many NRTI induced detrimental processes have been linked to the incurrence of oxidative stress [14,15]. For example, cardio-vascular disease, central nervous system disorders, inflammation, and metabolic and lipodystrophy syndromes have all been found to be related to ROS caused by antiretroviral treatment [17–19]. While the damaging capacities of ROS are indisputable, more recent data shows that ROS are also important signalling molecules that regulate fundamental cellular processes such as apoptosis, mitophagy and autophagy, immune responses, and adaptation to hypoxia, starvation and stress [20–22]. HIV-1 patients treated with antiretroviral therapy have been shown to have significantly higher serum oxidant levels compared to therapy naive HIV-1 patients and uninfected controls. Underscoring the effect of antiretroviral therapy on oxidative stress, patients who strictly adhere to therapy guidelines have increased oxidant levels and lower antioxidant levels compared to those who do not closely follow therapy [23]. Collectively, these observations indicate that oxidative stress may be a powerful driving force behind antiretroviral induced toxicity and may have prominent roles in the onset and exacerbation of many detrimental conditions [1,14].

### Time-dependent effects of NRTIs

The initiation of mitochondrial dysfunction by NRTIs has predominantly been studied after chronic drug exposure, wherein the chronology of events as proposed in the polymerase-γ theory have time to take place and many adverse events can consequently develop. The short-term effects of these drugs, however, have not been subject of study. It is essential to recognize the initial effects NRTIs have on mitochondria if we are to understand their long-term detrimental effects. Short term mitochondrial dysfunction and ROS signalling are known to prompt the mitochondria into activating various stress responses which result in long term changes in mitochondrial function [20,24]. We therefore set out to investigate the role of ROS in NRTI induced adverse events using *Caenorhabditis elegans* as a model system using HIV-1 drugs that are known to cause mitochondrial toxicity in patients. Our results suggest that NRTIs increase ROS production likely through direct inhibition the mitochondrial respiratory chain (MRC) and that these events affect fitness and longevity of *C*. *elegans* through mitohormetic signalling events.

## Results

### ROS production may underlie NRTI induced variations in mtDNA copy number

Previously we demonstrated that nematodes chronically exposed to selective NRTIs have perturbed mitochondrial morphology and decreased respiration, corroborating the notion that NRTIs are toxic to mitochondria [25]. To assess if chronic exposure to NRTIs reduced mtDNA copy number as proposed by the polymerase-γ theory, we performed a quantitative PCR after 72h exposure of L4 animals to 200μM NRTIs (Fig 1A). MtDNA copy number only decreased with 3’-deoxy-3’-fluorothymidine (a*lovudine* or FLT), whereas 2’,3’-didehydro-2’,3’-deoxythymidine (*stavudine* or d4T), 2’,3’-dideoxycytidine (*zalcitabine* or ddC) and 2’,3’-dideoxyinosine (*didanosine* or ddI) showed elevated copy numbers. AZT showed no significant change. Interestingly, 100μM and 500μM of the superoxide generating agent paraquat also caused mtDNA copy numbers to increase (Fig 1A). These results clearly cannot be solely explained by polymerase-γ inhibition by the NRTIs or by confounding effects of germ cell production—which involves a very high level of mtDNA replication—as these nematodes were treated with FuDR. Moreover, changes in mtDNA copy number upon paraquat exposure indicates that ROS can influence mtDNA copy number.

**Fig 1:**
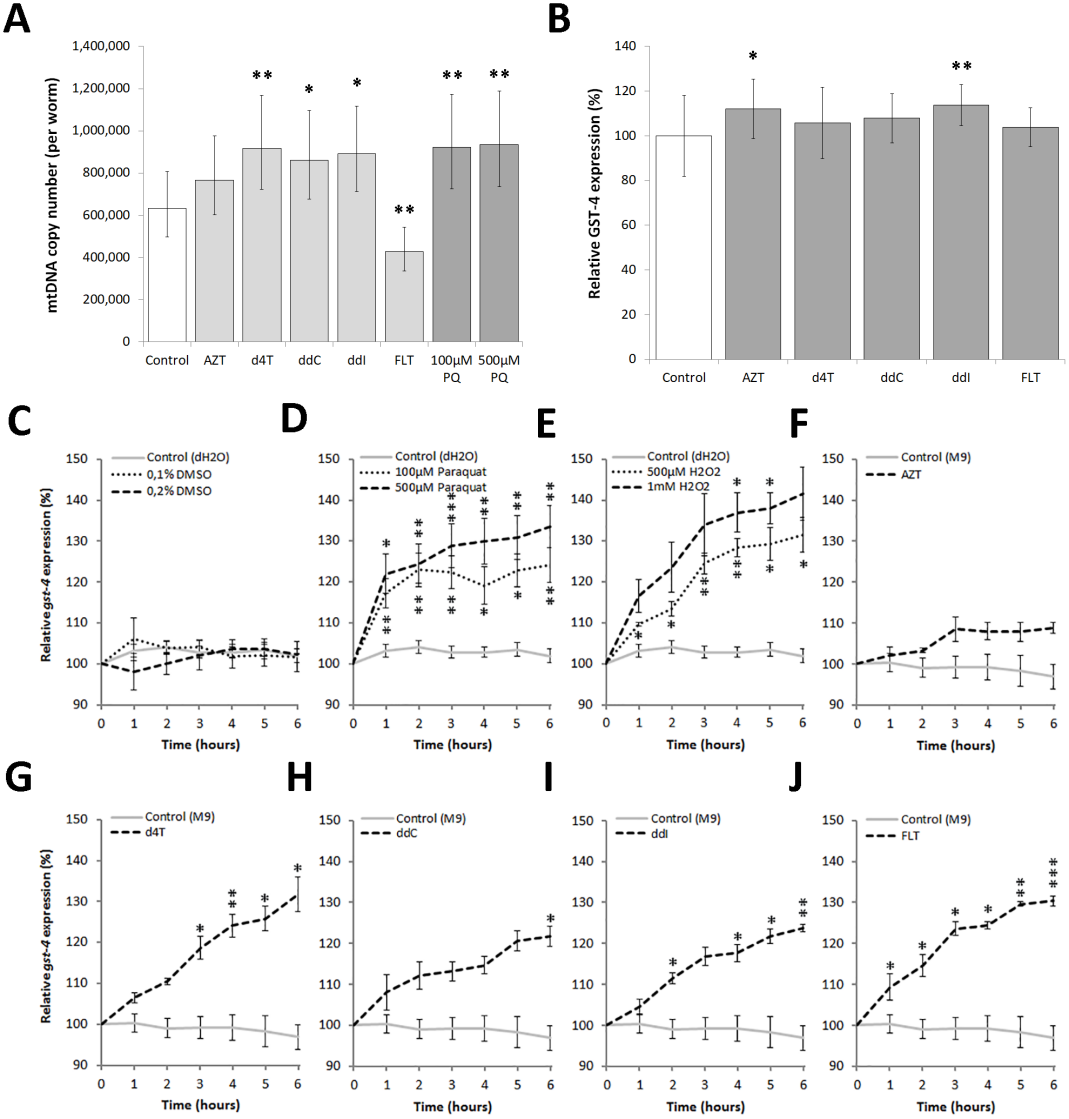
**A: Chronic NRTI exposure induced changes in mtDNA copy number**. A: Compared to control nematodes, after 72h exposure, FLT is the only NRTI that reduced mtDNA copy number. d4T, ddC & ddI enhanced mtDNA copy numbers, whereas AZT showed no significant change. 100μM and 500μM paraquat also increased mtDNA copy number. Error bars show the 95% C.I. (df = 51) of ≥6 biological replicates from 2 individual experiments. **B: Chronic NRTI exposure influences GST-4 expression**: Relative *gst-4* expression levels were higher for AZT and ddI after 24h exposure. Significance was determined using a one way ANOVA and Turkey’s multiple comparisons test, compared to control animals (≥5 replicates per 2 individual experiments). NRTI concentration = 200μM. **C-J: NRTIs increase the expression of *gst-4* similar to the pro-oxidants paraquat and hydrogen peroxide**. C: Relevant DMSO concentrations (4 replicates per 5 individual experiments); D: paraquat (4 replicates per 5 individual experiments); E: H_2_O_2_ (5 replicates per 4 individual experiments); F: AZT; G: d4T; H: ddC; I: ddI; and J: FLT. Results depict continuous exposure of therapy naïve animals to 200μM NRTIs during 6 hours (≥4 replicates per 3 individual experiments). Pro-oxidant and DMSO analyses were calculated using control dH_2_O (≥3 replicates per 13 individual experiments) and NRTI analyses were calculated using the relevant DMSO concentration as controls (AZT, d4T, ddI, FLT = 0.1% DMSO; ddC = 0.2% DMSO). Significance was calculated using a multifactorial ANOVA without replication compared to relevant controls. * = P<0.05, ** = P<0.01, *** = P<0,001.

### NRTIs rapidly induce ROS defence mechanisms

The nematode specific glutathione *S*-transferase 4 (GST-4) has been shown to be directly involved in resistance to oxidative stress [26]. After 24h exposure to NRTIs, only AZT and ddI showed slight yet significant upregulation of *gst-4* expression (Fig 1B). NRTIs have been shown to induce peak levels of mitochondrially derived ROS in human umbilical vein endothelial cells within 8h exposure, which returns to levels similar to the control after 24h [27]. We therefore surmised that any burst in mitochondrial ROS production caused by NRTIs must take place earlier than 24h. During six hours of exposure, NRTIs significantly increased *gst-4* expression (Fig 1F–1J). *Gst-4* expression was also rapidly induced upon exposure to hydrogen peroxide (H_2_O_2_) and paraquat in a dose dependent manner (Fig 1D & 1E). The NRTI solvent DMSO showed no significant change in *gst-4* expression over time at relevant concentrations (Fig 1C).

### Short term NRTI and pro-oxidant exposure leads to changes in mtDNA copy number

MtDNA replication in *C*. *elegans* predominantly occurs in the proliferating gonads at late larval and early adult stages [28]. Specifically, mtDNA copy number rises sharply from approximately 250.000 in the L4 stage to 600.000 in D1 adults [29]. We used this phenomenon to our advantage and by exposing L4 nematodes to antiretrovirals for a period of 6 hours found that they can rapidly induce fluctuations in mtDNA copy number (Fig 2A & Table 1) without observing any effects on growth. As expected, we detected that during nematode development from the larval L4 stage into young-adulthood, the mtDNA number increased sharply from approximately 200.000 copies to 300.000 within 1h. In comparison to their respective 1h DMSO control, AZT and d4T amplified this increase, whereas FLT decreased mtDNA copy numbers below even that of control animals at 0h. ddC and ddI showed no effect (Fig 2A). Interestingly, paraquat showed a dose dependent decline in mtDNA copy number compared to control animals at 1h (Fig 2B). Continued exposure to AZT, d4T, ddC, ddI, and paraquat, showed that over time mtDNA copy numbers first decline and then gradually approach values comparable to the control. MtDNA copy numbers for FLT, however, remained suppressed (Table 1), reaffirming the strong inhibitory role of FLT on polymerase-γ [30].

**Fig 2:**
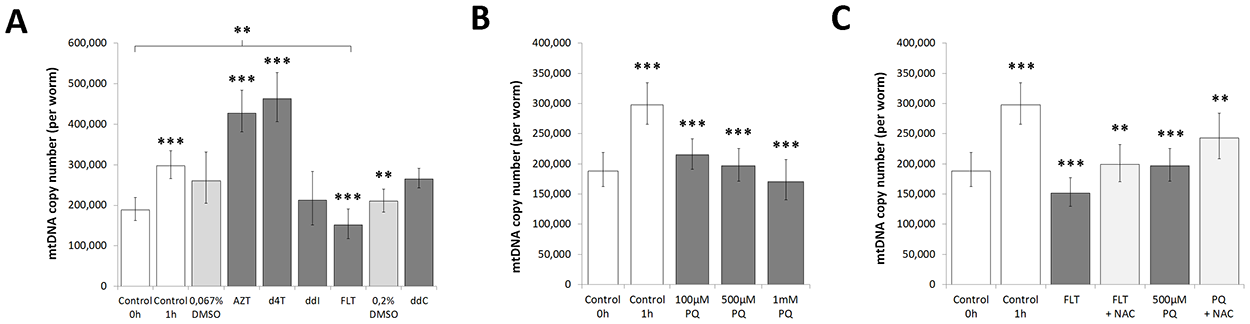
**A: mtDNA copy number was altered upon short term (1h) exposure to NRTIs** and **B: paraquat**. A: 200μM NRTIs and B: paraquat induced changes in mtDNA copy number compared to their respective controls after 1h exposure: 0.067% DMSO for AZT, d4T, ddI & FLT; 0.2% DMSO for ddC; and control for paraquat. mtDNA copy number increases during nematode development and therefore rose after 1h (control 0h vs control 1h). FLT & paraquat inhibited normal mtDNA copy number increase. AZT & d4T exposure resulted in higher mtDNA copy numbers. 0.2% DMSO reduced mtDNA copy number. Error bars show the 95% C.I. (51df) from ≥3 replicates per 2 individual experiments. NRTIs and paraquat were compared to control animals at 1h. **C: mtDNA copy number decrease by FLT and paraquat was attenuated by NAC**. 200μM FLT and 500μM paraquat decreased mtDNA copy number compared to control nematodes after 1h exposure (dark grey vs 1h control). Supplementation of an anti-oxidant (NAC) attenuated this decline (light grey vs dark grey). Anti-oxidant concentration = 100μM. Error bars show the 95% C.I. (51df) from ≥3 replicates per 2 individual experiments. Control animals at 1h compared to FLT and paraquat, and drugs + anti-oxidants compared to drugs only, and Control 1h vs Control 0h. Significance was determined using a two-tailed student’s *t*-test assuming unequal variance. * = P-value <0.05, ** = P-value <0.01, *** = P-value <0.001.

**Table 1:** mtDNA copy numbers fluctuated and eventually became normalized during continued short-term exposure (6h). Relative quantities (%) of mtDNA compared to control animals. Numbers between parentheses indicate 95% confidence intervals (51df) from ≥3 replicates per 2 individual experiments. Significance was determined using a two-tailed student’s *t*-test assuming unequal variance compared to control animals. * = P-value <0.05, ** = P-value <0.01, *** = P-value <0.001.

	2h (-/+)	3h (-/+)	4h (-/+)	5h (-/+)	6h (-/+)
**Control**	100 (21/27)	100 (21/27)	100 (21/27)	100 (21/27)	100 (21/27)
**AZT**	78 (17/21)	76 (16/21)	76 (16/21) *	106 (23/29)	97 (24/33)
**d4T**	81 (17/22)	73 (16/20) *	75 (16/20) *	73 (18/25)	107 (22/27)
**ddC**	79 (17/22)	68 (15/19) **	74 (14/17) *	131 (28/36)	132 (33/44)
**ddI**	76 (16/21) *	76 (16/21) *	82 (18/23)	83 (21/28)	111 (24/30)
**FLT**	25 (16/20) *	55 (12/15) ***	70 (15/19) *	94 (20/26)	59 (13/16) ***
**100μM PQ**	85 (18/23)	73 (16/20) *	94 (20/26)	134 (29/36) *	112 (28/38)
**500μM PQ**	90 (19/24)	84 (18/23)	85 (18/23)	103 (22/28)	106 (19/24)
**1mM PQ**	82 (18/22)	72 (15/20) *	98 (18/22)	129 (26/32)	100 (25/34)

### Antioxidants attenuate short-term FLT induced mtDNA copy number decline

As it is unclear how the NRTIs reduce mtDNA replication within such a short time frame, we investigated the role of ROS in NRTI induced mtDNA copy number decrease by testing the ability of 100μM *N*-acetylcysteine (NAC) to attenuate the immediate decline of mtDNA copy number caused by FLT. Supplementation with NAC significantly attenuated the FLT induced reduction in mtDNA copy number. Paraquat-induced decline in mtDNA copy number was also attenuated by NAC (Fig 2C). 100μM NAC alone caused a small yet significant decrease in mtDNA replication after 1h exposure (S1 Fig). Taken together, these results suggest that the regulation of mtDNA replication can be significantly altered by cellular redox state and that the rapid decline in mtDNA copy numbers observed upon exposure to FLT is, in part, dependent on an increase in ROS production.

### MRC function is immediately perturbed upon exposure to NRTIs

NRTIs, in particular AZT, have been suggested to directly inhibit the mitochondrial respiratory chain complex I (NADH ubiquinone oxidoreductase), complex II (succinate dehydrogenase), and complex V (F_1_,F_0_-ATPase) [31–33]. We therefore measured MRC function as a possible site of NRTI-induced events [34]. All NRTIs caused a rapid and significant ATP depletion of approximately 20% (Fig 3A). The complex IV (cytochrome oxidase) inhibitors, sodium azide and potassium cyanide, caused a similar decline in ATP production (S2 Fig). FLT caused a prompt and significant decrease in oxygen consumption rate (OCR) (Fig 3C). Paraquat and H_2_O_2_ did not induce changes in OCR (S3 Fig). Taken together, these results suggest that exposure to NRTIs caused immediate MRC dysfunction and that this mechanism may precede the swift rise in ROS levels and mtDNA copy number fluctuations.

**Fig 3:**
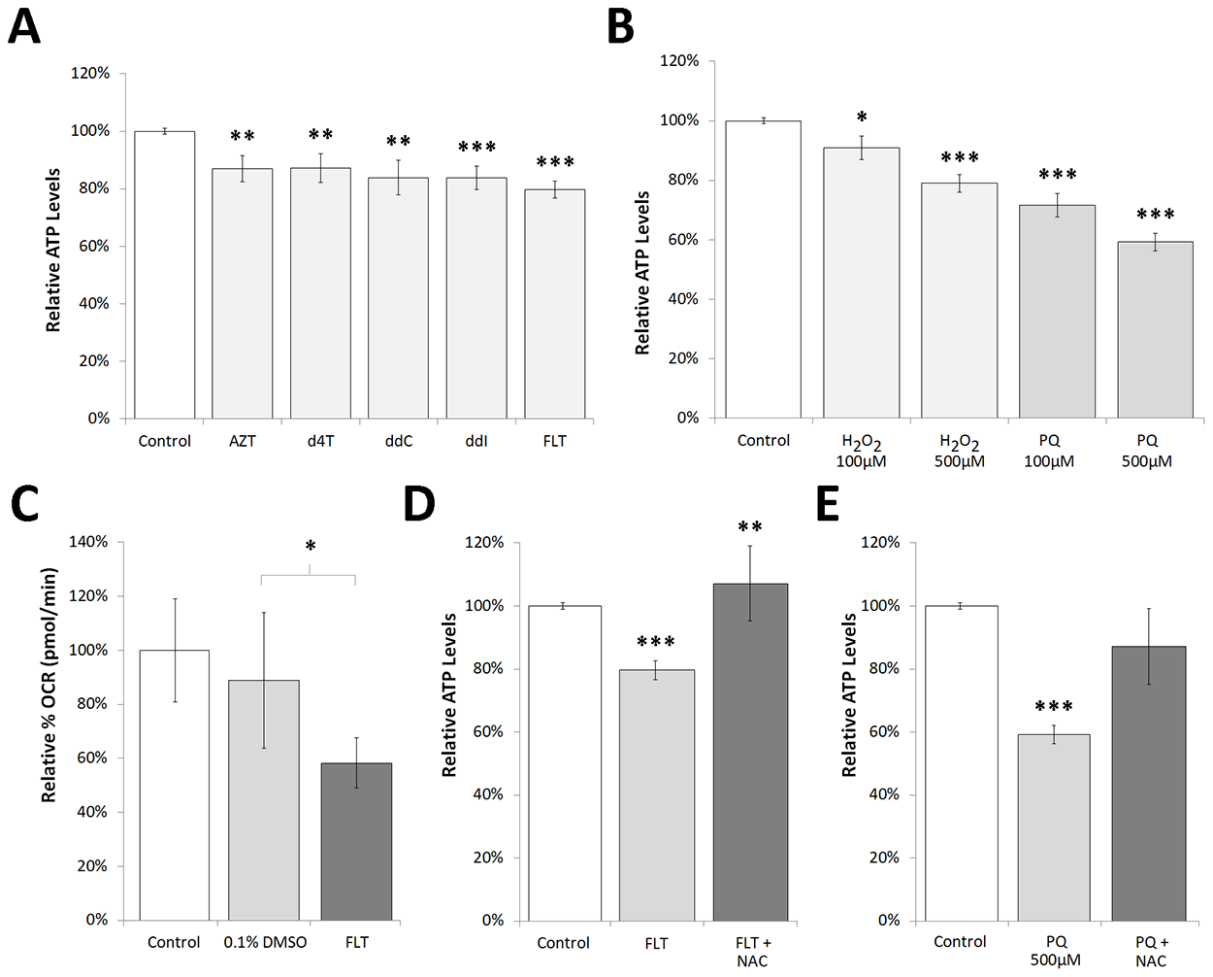
**A: ATP levels were immediately perturbed upon exposure to NRTIs** and **B: pro-oxidants paraquat (PQ) and hydrogen peroxide (H**_**2**_**O**_**2**_**)**. Relative ATP levels (%) declined significantly within 2.5 minutes upon exposure to NRTIs (≥7 replicates in 4 individual experiments) and pro-oxidants (≥7 replicates in 3 individual experiments) *in vivo*, compared to the control (0.33% DMSO). **C: OCR was immediately reduced upon exposure to FLT**. Oxygen consumption rate (OCR) was reduced within 5 minutes exposure to FLT. Statistics were calculated with a one way ANOVA with Dunnett’s multiple comparisons test. Error bars indicate standard error for ≥2 replicates of 20 worms per ≥3 conditions. **D: ATP level decrease by FLT** and **E: paraquat were attenuated upon exposure to 100μM NAC**. ATP levels were measured at 2.5 minutes after exposure *in vivo*. ATP statistics were calculated with a two-way ANOVA with replication. FLT and PQ compared to control and FLT and PQ + anti-oxidant compared to FLT or PQ alone (≥3 replicates in 3 individual experiments). * = P<0.05, ** = P<0.01, *** = P<0.001. NRTI concentration = 200μM.

### Supplementation of antioxidants attenuates the FLT induced ATP decrease

In order to assess whether ROS has an immediate effect on ATP levels we exposed worms to paraquat and H_2_O_2_. Similar to antiretroviral drugs, paraquat and H_2_O_2_ rapidly decreased ATP levels (Fig 3B). It is therefore unclear if NRTIs directly inhibit the MRC or that the production of ROS upon their addition causes MRC inhibition. NAC significantly rescued the ATP level decrease caused by FLT (Fig 3D) and showed a trend towards the rescue of paraquat induced MRC dysfunction (Fig 3E). 500μM NAC did not change ATP levels (S4 Fig). Collectively these results indicate that the prompt decline in MRC function caused by FLT may be instigated by ROS production, although it remains unclear where the origin of these ROS lies.

### NRTIs induce changes in life-history traits

Increased mitochondrial ROS has been found to trigger adaptive responses, culminating in stress resistance and increased longevity in a process known as mitohormesis [35]. We therefore investigated whether the NRTI induced increase in ROS causes a mitohormetic like response and alters life-history traits. The benchmark NRTI, AZT, showed a biphasic dose response confirming mitohormetic effects of NRTIs in *C*. *elegans* (S5 Fig). Exposure of animals from the L1 larval stage to NRTIs significantly extended both mean and maximal lifespan (Table 2). As has been demonstrated before [36], paraquat extended mean lifespan of nematodes exposed from the larval L1 stage (Table 2). Exposure of L4 animals to selected thymidine analogue NRTIs also caused significant mean and maximal lifespan extension. Furthermore, we verified that the NRTI induced lifespan extension is not dependent on caloric restriction (S6 Fig).

**Table 2:** NRTIs caused average lifespan extension. Lifespan extension is dependent on the timing of exposure: A, exposure from larval L1; B, exposure from larval L4. NRTI concentration = 200μM. All animals are N2 at 20°C, mean and maximum refer to the amount of days after L1 (A), and L4 (B). Statistics of NRTIs at L4 were conducted compared their respective DMSO control (AZT, d4T, ddI, & FLT = 0.067%; ddC = 0.2%). All other statistics are compared to controls. SEM = standard error of the mean.

	Exposure	N (total)	Mean ± SEM	Maximum ± SEM	P-value (Mantel-Cox test)	P-value (Gehan-Breslow-Wilcoxon test)
**A (L1)**	Control	183	17.0 (±1.0)	31.0 (±4.2)		
	100μM Paraquat	46	21.0 (±0.0)	31.0 (±0.0)	0.0131	<0.0001
	AZT	249	24.0 (±2.1)	36.7 (±2.9)	<0.0001	<0.0001
	d4T	210	22.0 (±1.0)	36.0 (±2.5)	<0.0001	<0.0001
	ddC	195	20.5 (±2.5)	33.0 (±6.0)	0.0004	0.0330
	ddI	508	20.3 (±2.4)	35.3 (±2.8)	<0.0001	<0.0001
	FLT	391	23.8 (±2.3)	38.8 (±3.7)	<0.0001	<0.0001
**B (L4)**	Control	680	18.0 (±1.1)	27.8 (±1.8)		
	0.067% DMSO	98	18.0 (±4.0)	24.3 (±3.3)	<0.0001	<0.0001
	AZT	164	24.5 (±2.5)	32.5 (±0.5)	<0.0001	<0.0001
	d4T	176	23.3 (±0.7)	31.7 (±1.6)	<0.0001	<0.0001
	FLT	175	19.8 (±2.5)	28.0 (±1.7)	<0.0001	<0.0001

Besides lifespan, fitness is an important determinant of ageing and as a potential proxy of fitness, thrashing rates can be easily measured in *C*. *elegans* [37]. AZT and FLT decreased the thrashing rate at all time points. d4T decreased thrashing rate at 24h but not at later time points. 100μM paraquat also significantly decreased thrashing rates at 24 and 48hrs, yet showed increased thrashing rates at 72hrs (Table 3). With the exception of FLT, all NRTIs slightly yet significantly reduced body length when exposed to L1 or L4 animals. FLT increased body length when exposed to L1 animals and decreased body length when exposed to L4 animals (Table 4).

**Table 3:** NRTIs reduced the number of thrashes per worm per minute. NRTI concentration = 200μM. Statistics were calculated by a two way ANOVA with Dunnett’s multiple comparisons test, compared to the control of that same time point, of 10 worms per treatment condition over ≥3 independent trials. * = P<0.05, ** = P<0.01, *** = P<0.001, n.s. = not significant.

	Control	AZT	d4T	FLT	100μM PQ
**24h**	134.7 (±13.8)	113.9 (±21.7) ***	118.6 (±14.6) ***	119.5 (±13.9) ***	122.5 (±16.2)**
**48h**	125.9 (±15.0)	106.9 (±18.3) ***	123.7 (±17.9) n.s.	103.7 (±15.5) ***	109.5 (±11.6)***
**72h**	111.8 (±13.1)	95.6 (±11.5) ***	109.3 (±12.1) n.s.	89.2 (±108.1) ***	119.6 (±11.8)*

**Table 4:** NRTIs reduced nematode body length. Relative body length was measured after 48hrs NRTI exposure of L1 and 96h exposure of L4 animals (30 worms in ≥2 individual experiments). NRTI concentration = 200μM. Statistics were calculated with a two-way ANOVA with replication, compared to controls. *** = P<0.001.

	Control	AZT	d4T	FLT
**L1**	100 (±13)	87 (±13) ***	92 (±9) ***	106 (±12) ***
**L4**	100 (±11)	95 (±16) ***	93 (±16) ***	95 (±11) ***

### Mitohormetic effects of NRTIs

We reasoned that the NRTI induced increase in ROS would trigger adaptive responses culminating in increased protection to additional stress [20,24]. Exposure of NRTI pre-treated nematodes to 4mM paraquat resulted in increased survival for ddC, ddI and FLT compared to control animals, whereas AZT and d4T showed no change (S7 Fig), indicating a mitohormetic response. Supporting that ROS are driving the mitohormetic response, NAC showed rescue of the FLT induced decrease in fitness after 48h (Table 5). NAC alone did not change thrashing rates (S1 Table). The increase in average lifespan caused by FLT exposure from the larval L4 stage was also mitigated upon co-administration of NAC (Table 6), suggesting that FLT induced ROS production is necessary for lifespan extension.

**Table 5:** Anti-oxidant NAC attenuated the decrease in fitness caused by FLT. Fitness was measured by the number of sigmoidal body bends per worm per minute. FLT concentration = 200μM. Anti-oxidant concentration = 100μM. Statistics were calculated with a two way ANOVA with Turkey’s multiple comparisons test from 10 worms per treatment condition over ≥3 independent trials. FLT compared to control of that same time point. FLT + NAC compared to FLT of that same time point. * = P<0.05, ** = P<0.01, *** = P<0.001, n.s. = not significant.

	Control	FLT	FLT + NAC
**24h**	129.4 (±13.7)	119.5 (±13.9) ***	119.7 (±16.4) n.s.
**48h**	119.5 (±17)	103.7 (±15.5) ***	121 (±9.2) ***
**72h**	107.7 (±16.3)	89.2 (±108.1) ***	108.2 (±17.3) ***

**Table 6:** NAC can mitigate the average lifespan increase caused by FLT. All animals are N2 exposed from L4 at 20°C. Statistics were conducted compared to the DMSO control. FLT concentration = 200μM, NAC concentration = 100μM.

L4	N (total)	Mean ± SEM	Maximum ± SEM	P-value (Mantel-Cox test)	P-value (Gehan-Breslow-Wilcoxon test)
**0.067% DMSO**	107	15.0 (±4.0)	24.3 (±3.3)		
**FLT**	175	19.0 (±2.5)	28.0 (±1.7)	<0.0001	<0.0001
**FLT + NAC**	143	14.0 (±0.3)	28.5 (±4.5)	0.9342	0.6005

### Thymidine analogues induce longevity signalling pathways

NRTI induced MRC inhibition and increased ROS production likely lead to mitohormetic responses that cause lifespan extension similar to the modes of action shown to cause prolonged longevity in *C*. *elegans* mitochondrial (*mit*) mutants [38,39]. It has been suggested that *mit* mutants, which have a dysfunctional MRC, acquire their longevity via an increased production of ROS as a substantial amount of genes are similarly regulated in both *mit* mutants and nematodes exposed to a low dose of paraquat [38]. Besides increased mitochondrial ROS levels and an increase in lifespan, most *mit* mutants show a decrease in fitness and body length [39] similar to nematodes exposed to NRTIs. 

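Transcriptomes were measured by RNAseq in nematodes moved at the larval L4 stage to plates with 100μM AZT, d4T or FLT, to plates with 0.033% DMSO, or to plates without an addition, each for 24h and 72h. AZT, d4T and FLT are thymidine analogues that carry an azido group, a double bond and a fluorine on the sugar. Each of the 10 groups held 3 biological replicates. The authors trimmed the reads, aligned them to the WBcel235 genome with TopHat and counted them per gene with HTSeq, and their deposited counts are the values used here. Total counts per library at 24h, in M (mega) counts, were 23.3 to 25.6 (median 24.4) in unexposed nematodes and 19.6 to 26.8 (median 25.3) with DMSO. They were 15.9 to 25.4 (median 18.7) with AZT, 20.9 to 24.2 (median 20.9) with d4T and 16.15 to 19.6 (median 17.1) with FLT. At 72h they were 25.9 to 30.6 (median 29.2) in unexposed nematodes and 25.2 to 28.3 (median 26.2) with DMSO. They were 21.6 to 24.4 (median 22.7) with AZT, 23.7 to 25.7 (median 25.4) with d4T and 11.3 to 17.3 (median 15.35) with FLT. The paper gives 20M reads per sample, and the tests use the totals of the files. All 30 libraries were fitted together, and 16048 genes had enough counts to be tested. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.01 from edgeR's quasi-likelihood test with TMM scaling, and CPM values are on the same scaling. Each exposure was sequenced in a lane of its own, and FLT on another flow cell. Lane and exposure cannot be told apart within a time, while both times of an exposure shared a lane. Lists of HIF-1 targets, of SKN-1 targets and of genes of CEP-1 and the DNA damage response were written from general knowledge before the data were examined. The CEP-1 list holds checkpoint and repair genes beside targets of CEP-1. The main tests and thresholds were also set before. Unexposed nematodes as the control for lists were added after the data were seen. The published gene lists that the paper compared with were not used here. The strand setting of the counting is not given, so that reads of genes that overlap on opposite strands cannot be separated.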

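AZT at 72h changed 4371 genes upwards and 3474 downwards against DMSO, the largest number among the analogues. Of 30 genes of larval moulting and the cuticle, 25 rose with AZT at 72h (26 adjusted over the list alone), with a median log2 fold change of 2.42. Of 35 genes of oocytes, the germline and the eggshell, 25 fell (25 adjusted over the list alone), with a median of -1.21, while 14 fell with scaling by library totals and 9 against unexposed nematodes. At 24h AZT changed 172 genes upwards and 1468 downwards, and of the genes called at both times 988 changed in opposite directions and 39 in the same direction. The glutathione S-transferase gene *gst-35* (WBGene00001783, chromosome II of WBcel235, 15183807 to 15185389) rose from 1.39 ± 0.527 CPM (SD, n = 3) with DMSO to 24.0 ± 15.8 CPM (SD, n = 3) with AZT at 24h. Its log2 fold change was 4.12 (standard error 0.64, adjusted p = 1.8e-04 from edgeR's quasi-likelihood test), and -0.44 against unexposed nematodes, where it did not pass. The *scl-20* gene (WBGene00013972, chromosome V, 18732798 to 18734481), which encodes an SCP-like extracellular protein, fell from 13.0 ± 2.07 CPM to 0.427 ± 0.171 CPM (SD, n = 3 each) with AZT at 72h.

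d4T changed 653 genes upwards and 360 downwards at 24h, and 934 upwards and 941 downwards at 72h. FLT changed 921 genes upwards and 1507 downwards at 24h, and 726 upwards and 568 downwards at 72h. The gene R09H10.7 (WBGene00011184, chromosome IV, 10621111 to 10621848), with R09H10.5 on its other strand, fell from 26.6 ± 16.8 CPM (SD, n = 3) with DMSO to 0.633 ± 0.268 CPM (SD, n = 3) with d4T and 1.15 ± 0.912 CPM (SD, n = 3) with FLT at 24h. The difference between d4T and FLT at this gene was -0.87 on the log2 scale (95% interval -2.02 to 0.28) and did not pass the test. The T-box transcription factor gene *tbx-37* of early embryos (WBGene00006556, chromosome III, 11224808 to 11227125) fell from 5.78 ± 0.591 CPM to 0.263 ± 0.115 CPM (SD, n = 3 each) with FLT at 72h. At the same dose, 4731 genes differed between AZT and d4T, 6499 between AZT and FLT and 936 between d4T and FLT at 24h. At 72h these numbers were 1930, 6492 and 1796. With 1 library left out they were 772 (without d4T 24h replicate 1) to 10131 (without d4T 24h replicate 2) for AZT and d4T at 24h, and 253 (without FLT 24h replicate 2) to 2846 (without d4T 24h replicate 2) for d4T and FLT. They were 3510 to 6308 for AZT and FLT at 24h (lowest without FLT 24h replicate 3). At 72h they were 570 to 1925 for AZT and d4T, 4143 to 5951 for AZT and FLT (lowest for both without AZT 72h replicate 1) and 1076 to 1512 for d4T and FLT (lowest without d4T 72h replicate 2). In a fit of the compared groups alone at 24h, edgeR called 0 genes between d4T and DMSO (1373 at an unadjusted p under 0.05, DESeq2 1529 in the fit of all libraries). It called 0 between AZT and d4T (4430 at an unadjusted p under 0.05) and 0 between d4T and FLT (1218 at an unadjusted p under 0.05, DESeq2 1837 in the fit of all libraries). In d4T 24h replicate 1, rRNA genes held 4.985% of the counts, against 0.282% in replicate 2 and 0.665% in replicate 3.

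Log2 fold changes of d4T and FLT at 24h had a correlation of 0.795 across genes and a covariance of 0.687, where unchanged groups simulated against the same DMSO libraries gave 0.482 and 0.126. Both raised 429 genes and both lowered 84, where independent lists share 37.5 and 33.8. With AZT the correlations at 24h were 0.194 for d4T and 0.145 for FLT (covariance 0.174 and 0.131), where simulated unchanged groups gave 0.479 and 0.475 (covariance 0.127 and 0.129). AZT and d4T both raised 36 genes and lowered 148, where independent lists share 7.0 and 32.9, and AZT and FLT 51 and 123, where independent lists share 9.87 and 137.9. At 72h, AZT and d4T had a correlation of 0.613 (covariance 0.632, simulated 0.114) and both raised 795 genes and lowered 805, where independent lists share 254.4 and 203.7. AZT and FLT at 72h had a correlation of 0.307 (simulated 0.467) and a covariance of 0.361 (simulated 0.113), and both raised 448 genes and lowered 250 (197.7 and 123 for independent lists). For d4T and FLT at 72h the correlation was 0.529 (simulated 0.468) and the covariance 0.423 (simulated 0.113), with 256 genes raised by both and 172 lowered (42.25 and 33.3 for independent lists). With the first or the second analogue of a pair set against unexposed nematodes, so that no control is shared, the correlations at 24h were 0.412 and 0.466 for d4T and FLT, 0.058 and -0.485 for AZT and d4T, and -0.081 and -0.531 for AZT and FLT. At 72h they were 0.102 and 0.395 for AZT and d4T, -0.016 and 0.014 for AZT and FLT, and 0.078 and -0.134 for d4T and FLT. Genes are not independent replicates, and lists called against the same DMSO libraries are not independent either. With the first analogue against unexposed nematodes, d4T and FLT both raised 391 genes at 24h and lowered 78 (second: 304 and 48). For AZT and d4T these numbers were 3 and 12 (10 and 41), and for AZT and FLT 2 and 7 (9 and 19). At 72h they were 329 and 207 (13 and 4) for AZT and d4T. They were 238 and 98 (201 and 83) for AZT and FLT, and 2 and 4 (21 and 9) for d4T and FLT.

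With scaling by library totals, which moved the median of all genes by 0.31, AZT at 72h changed 5760 genes upwards and 2222 downwards. With relative log expression scaling (shift -0.12) it changed 3798 and 3972. For d4T at 72h these numbers were 2367 and 508 (shift 0.27), and 696 and 1188 with relative log expression scaling. By library totals, FLT changed 1345 genes upwards and 946 downwards at 24h (shift 0.18) and 984 and 378 at 72h (shift 0.13). d4T 24h replicate 2 had correlations of 0.914 and 0.933 with the other d4T 24h libraries and of 0.987 with each AZT 24h library, and without it d4T at 24h changed 6032 genes. With any other 1 library left out, the lowest numbers at 24h were 394 for AZT (without AZT 24h replicate 1), 361 for d4T (without d4T 24h replicate 1) and 989 for FLT (without DMSO 24h replicate 2). At 72h d4T changed 801 to 1147 genes and FLT 677 to 878 with 1 library left out. With unexposed nematodes as the control, AZT, d4T and FLT changed 113, 5173 and 4725 genes at 24h, and 5099, 33 and 2002 at 72h.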

To attest this hypothesis we performed transcriptome analysis using RNAseq and mapped thymidine analogue differentially expressed genes (DEGs) to pathways which have previously been proposed to be responsible for the lifespan extension seen in *mit* mutants.

The extended lifespan of *clk-1* (ubiquinone production) and *isp-1* (complex III) mutants has been proposed to depend on the hypoxia-inducible transcription factor HIF-1, which is activated by a mild increase in ROS [40]. In this way, HIF-1 links respiratory stress in the mitochondria to a nuclear transcriptional response that promotes longevity [41]. d4T expression profiles had significant overlap with HIF-1 regulated genes at both 24h and 72h (Tables 7 & 8). 

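The gene *fmo-2*, a flavin-containing monooxygenase gene induced through HIF-1 (WBGene00001477, chromosome IV of WBcel235, 10682524 to 10684367), stood at 2.32 ± 2.03 CPM (SD, n = 3) with d4T at 24h and at 0.263 ± 0.215 CPM (SD, n = 3) with DMSO. Its log2 fold change was 3.21 (standard error 0.92, adjusted p = 0.020 from edgeR's quasi-likelihood test). The cysteine synthase gene *cysl-2* of the hypoxia response (WBGene00010759, chromosome II, 14492874 to 14494451), which overlaps *vnut-1* on the other strand, stood at 259 ± 132 CPM (SD, n = 3) with d4T and at 108 ± 28.5 CPM (SD, n = 3) with DMSO, a log2 fold change of 1.27 (adjusted p = 0.015 from edgeR's quasi-likelihood test). Of the 11 HIF-1 targets measured at 24h, edgeR called 0 over all genes tested, DESeq2 called 1, and 5 were higher and 1 lower at an unadjusted p under 0.05. When adjusted over the list alone, *fmo-2* and *cysl-2* rose. At 72h with d4T, *phy-2*, which encodes a collagen prolyl 4-hydroxylase (WBGene00004025, chromosome IV, 12211097 to 12215987), rose from 13.4 ± 1.76 CPM to 26.7 ± 1.08 CPM (SD, n = 3 each), a log2 fold change of 0.99 (standard error 0.27, adjusted p = 0.0091 from edgeR's quasi-likelihood test). It was the 1 target called at 72h, and adjusted over the list alone edgeR called 0, with 2 higher at an unadjusted p under 0.05. *hif-1* itself (WBGene00001851, chromosome V, 20780407 to 20785260) did not pass the test with d4T at 24h (log2 fold change 0.09, standard error 0.20) or at 72h (0.25, standard error 0.20). *clk-1* did not pass at either time (-0.24 at 24h and -0.35 at 72h), while the complex III gene *isp-1* (WBGene00002162, chromosome IV, 8134016 to 8136055) fell from 272 ± 15.2 CPM to 175.5 ± 9.58 CPM (SD, n = 3 each) with d4T at 72h. Between the analogues at 24h, 8 of the HIF-1 targets were lower with AZT than with d4T and 0 differed between d4T and FLT by edgeR, with 2 at an unadjusted p under 0.05. In a fit of the compared groups alone edgeR called 0 genes between AZT and d4T at 24h (4430 at an unadjusted p under 0.05), so that these calls were lost. Against DMSO, 3 of the targets fell with AZT at 24h and 6 rose at 72h (4 and 6 adjusted over the list alone). With FLT, edgeR called 0 at 24h (5 higher at an unadjusted p under 0.05, 1 called by DESeq2). Without FLT 24h replicate 1 it called 2 higher, and with scaling by library totals 1 higher. At 72h 1 rose and 1 fell with FLT. The fall was lost with any 1 library left out, with scaling by library totals, without the filter and with the replicate block. Against unexposed nematodes 8 rose and 0 fell with FLT at 24h (9 and 0 adjusted over the list alone), and 2 rose and 1 fell at 72h. The falls with AZT at 24h numbered 0 without AZT 24h replicate 2 or 3, 1 without AZT 24h replicate 1 or DMSO 24h replicate 1 or 2, and 0 against unexposed nematodes. The rises with AZT at 72h numbered 3 without AZT 72h replicate 1 or DMSO 72h replicate 3.

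Without d4T 24h replicate 2, 6 HIF-1 targets rose with d4T at 24h and 0 fell, and against unexposed nematodes 8 rose and 1 fell at 24h while 0 were called at 72h. The call of *phy-2* was lost when any 1 of the 6 libraries was left out, with relative log expression scaling, without the filter, with the replicate block and against unexposed nematodes. In a fit of d4T and DMSO alone at 72h, 3 of the targets rose and 1 fell. Against unexposed nematodes *isp-1* did not pass (-0.06). At 72h the median over the 11 targets, -0.09 where the mean was 0.10, was 0.18 with scaling by library totals.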

The *C*. *elegans* p53 homolog, CEP-1, is also known to modulate longevity in *mit* mutants [39]. All thymidine analogues at 24h and 72h induce CEP-1 regulated genes (Tables 7 & 8). This considerable overlap may suggest that CEP-1 longevity signals regulate the life span extension seen in nematodes exposed to thymidine analogues.

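The DNA repair genes *rad-51*, the recombinase of homologous recombination (WBGene00004297, chromosome IV of WBcel235, 10281634 to 10284244), and *brc-2*, the BRCA2 homolog that loads it (WBGene00020316, chromosome III, 6900568 to 6903106; T07E3.4 overlaps it on the other strand), fell with AZT at 72h. *rad-51* stood at 65.9 ± 10.8 CPM (SD, n = 3) with AZT and at 159 ± 1.97 CPM (SD, n = 3) with DMSO (log2 fold change -1.27, standard error 0.28, adjusted p = 4.6e-04 from edgeR's quasi-likelihood test), and *brc-2* at 25.1 ± 4.09 and 73.8 ± 3.16 CPM (SD, n = 3 each). The germline gene *phg-1*, a CEP-1 target of the Gas1 family (WBGene00004017, chromosome II, 10137658 to 10139216), rose from 1.64 ± 0.626 CPM to 10.3 ± 0.906 CPM (SD, n = 3 each) with AZT at 72h and from 1.40 ± 0.477 CPM to 6.55 ± 4.77 CPM (SD, n = 3 each) with d4T at 24h. With FLT at 24h, the caspase gene *ced-3* (WBGene00000417, chromosome IV, 13198261 to 13204137), with the non-coding RNA C48D1.12 on its other strand, fell from 139 ± 25.2 CPM to 44.1 ± 14.3 CPM (SD, n = 3 each). The mismatch repair gene *mlh-1* (WBGene00003373, chromosome III, 13509301 to 13514570) fell from 51.7 ± 6.40 CPM to 27.3 ± 5.34 CPM (SD, n = 3 each).

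Of 31 measured genes of CEP-1 and the DNA damage response, 1 rose and 23 fell with AZT at 72h (1 and 25 adjusted over the list alone). Their median log2 fold change was -1.0 (camera's adjusted p = 1.4e-06, adjusted p = 0.65 with an estimated correlation). With FLT at 24h, *phg-1* rose and 6 genes fell (1 and 8 adjusted over the list alone), with a median of -0.43 (camera's adjusted p = 1.1e-04, adjusted p = 0.71 with an estimated correlation). With d4T, 1 gene rose and 0 fell at each time, both over all genes tested and adjusted over the list alone: *phg-1* at 24h and the checkpoint kinase gene *atm-1* (WBGene00000227, chromosome I, 183364 to 208384), which overlaps a pseudogene, at 72h. With d4T at 72h, 2 genes fell with DESeq2, 2 with relative log expression scaling and 1 without the filter. edgeR called 0 genes of the list with AZT at 24h (median 0.52), where 15 were higher and 1 lower at an unadjusted p under 0.05 and DESeq2 called 1. It called 0 with FLT at 72h (median -0.11, 0.02 with scaling by library totals), where 2 were lower at an unadjusted p under 0.05 and DESeq2 called 0. *cep-1* itself (WBGene00000467, chromosome I, 8324286 to 8328859) did not pass the test with any analogue, and its log2 fold change with AZT was 0.88 (standard error 0.32, adjusted p = 0.046) at 24h and -0.91 (standard error 0.32, adjusted p = 0.018) at 72h from edgeR's quasi-likelihood test. Between the analogues, 22 of the genes were higher and 1 lower with AZT than with FLT at 24h, and 1 was higher and 20 lower at 72h. *brc-2* differed between AZT and FLT at 72h (-1.17, standard error 0.27), and between AZT and d4T its difference of -0.90 (95% interval -1.43 to -0.37) did not pass.

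In the same comparisons the genes of oocytes and the germline had a median of -1.21 (AZT at 72h) and -1.23 (FLT at 24h). With AZT at 72h, 13 of the CEP-1 list fell without AZT 72h replicate 1, in which rRNA genes held 5.78% of the counts (0.819 and 0.513% in replicates 2 and 3), 14 with scaling by library totals and 13 against unexposed nematodes. With FLT at 24h, 3 fell without DMSO 24h replicate 2 and 15 against unexposed nematodes, and no gene rose without FLT 24h replicate 1 or 3 or any 1 of the DMSO 24h libraries, with relative log expression scaling or without the filter. In a fit of the compared groups alone, 1 gene rose and 20 fell with d4T at 72h, *phg-1* lost its call with d4T and FLT at 24h and *mlh-1* with FLT at 24h. In the same kind of fit 13 rose with AZT at 24h and 2 fell with FLT at 72h. With AZT at 24h the genes of oocytes and the germline had a median of 0.79. Against unexposed nematodes edgeR called 0 of the CEP-1 list with AZT at 24h (5 higher and 1 lower at an unadjusted p under 0.05, median 0.16). Without d4T 24h replicate 2, 1 gene of the list rose and 26 fell with d4T at 24h, with a median of -0.91, and 20 of the 35 genes of oocytes and the germline fell, with a median of -0.88. With unexposed nematodes as the control 2 rose and 11 fell with d4T at 24h. *phg-1* with d4T at 24h lost its call without DMSO 24h replicate 1 or 2 or d4T 24h replicate 1 or 3, and *atm-1* at 72h without DMSO 72h replicate 1 or 3 or d4T 72h replicate 1 or 2, and its log2 fold change against unexposed nematodes was -0.17.

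**Figure D1:**
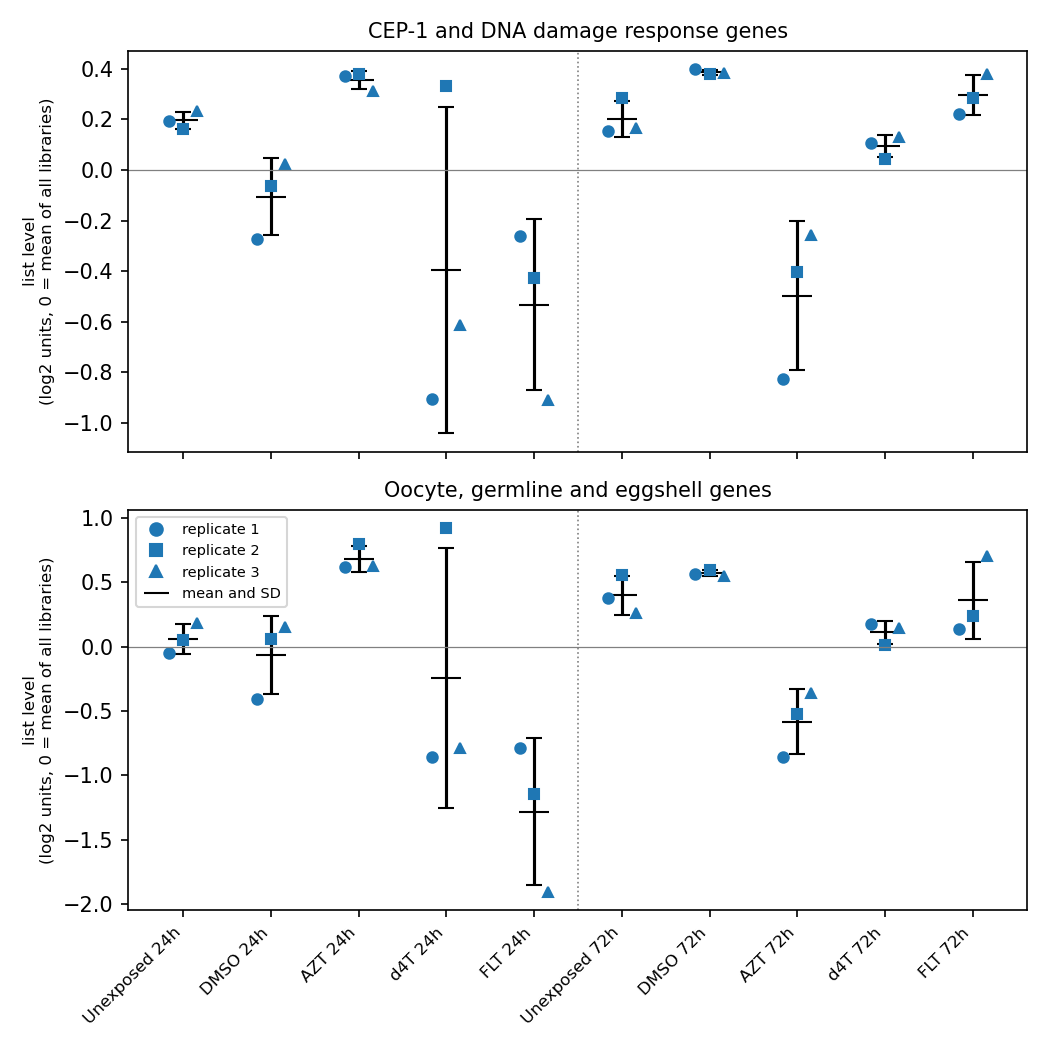
Level of the CEP-1 and DNA damage response list and of the oocyte, germline and eggshell list in each library, as the mean over members of log2 CPM relative to each gene's mean over all 30 libraries. Points are the 3 replicates of each group, and bars are the mean and SD; the CEP-1 list stands at -0.50 ± 0.296 with AZT and at 0.39 ± 0.010 with DMSO at 72h, and d4T 24h replicate 2 stands above the other d4T 24h replicates in both panels.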

**Table 7:** Overlap of thymidine analogue induced DEGs with genes known to be regulated by HIF-1, CEP-1 and SKN-1 after 24h exposure. The expression direction (Up or Down) of thymidine analogue DEGs, with an adjusted P-value <0.01, at 24h, are compared to respectively Up or Down regulated genes from the different conditions taken from [44–4,6]. The numbers of genes that overlap per condition at each time point are given with their representative percentage of thymidine analogue regulated genes between brackets. Over-represented P-value: * = P<0.05, ** = P<0.01, *** = P<0.001, n.s. = not significant. n.a. = not applicable.

		24h					
		AZT		d4T		FLT	
Condition	Expression direction	Down	Up	Down	Up	Down	Up
**HIF-1**	n.a.	2 (0.3%)	1 (0.2%)	3 (0.1%)	20 (0.6%) ***	4 (0.3%)	5 (0.7%)
**CEP-1**	Down	130 (16.7%) **	28 (6.6%)	415 (17.1%) ***	112 (3.5%)	225 (18.8%) ***	28 (3.8%)
	Up	5 (0.6%)	69 (16.3%) ***	59 (2.4%)	616 (19.4%) ***	26 (2.2%)	229 (30.7%) ***
**SKN-1 (ALL)**	Down	1 (0.1%)	2 (0.5%)	9 (0.4%)	16 (0.5%)	4 (0.3%)	5 (0.7%)
	Up	5 (0.6%)	18 (4.2%) ***	21 (0.9%)	71 (2.2%) ***	5 (0.4%)	31 (4.2%) ***

**Table 8:** Overlap of thymidine analogue induced DEGs with genes known to be regulated by HIF-1, CEP-1 and SKN-1 after 72h exposure. The expression direction (Up or Down) of thymidine analogue DEGs, with an adjusted P-value <0.01, at 72h, are compared to respectively Up or Down regulated genes from the different conditions taken from [44–46]. The numbers of genes that overlap per condition at each time point are given with their representative percentage of thymidine analogue regulated genes between brackets. Over-represented P-value: * = P<0.05, ** = P<0.01, *** = P<0.001, n.s. = not significant. n.a. = not applicable.

		72h					
		AZT		d4T		FLT	
Condition	Expression direction	Down	Up	Down	Up	Down	Up
**HIF-1**	n.a.	5 (0.2%)	12 (0.3%)	4 (1.2%) *	2 (0.5%)	2 (0.4%)	5 (0.9%) *
**CEP-1**	Down	618 (20.4%) ***	116 (3.4%)	41 (12.1%)	10 (2.3%)	97 (20.3%) ***	16 (2.7%)
	Up	50 (1.7%)	604 (17.6%) ***	25 (7.4%)	72 (16.6) ***	20 (4.2%)	74 (12.7%) *
**SKN-1 (ALL)**	Down	11 (0.4%)	9 (0.3%)	3 (0.9%)	1 (0.2%)	5 (1%) *	3 (0.5%)
	Up	13 (0.4%)	86 (2.5%) ***	7 (2.1%)	8 (1.8%)	11 (2.3%)	7 (1.2%)

Oxidative stress responses are frequently governed by the redox sensitive transcription factor SKN-1. SKN-1 also acts in multiple longevity pathways [39,42,43]. 

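The glutathione S-transferase genes *gst-5* and *gst-10*, which encode detoxification enzymes and are targets of SKN-1, rose with d4T and FLT at 24h. *gst-5* (WBGene00001753, chromosome II of WBcel235, 10950352 to 10951603; *nos-1* overlaps it on the other strand) stood at 23.2 ± 1.66 CPM (SD, n = 3) with DMSO, at 65.8 ± 15.9 CPM (SD, n = 3) with d4T and at 95.0 ± 20.0 CPM (SD, n = 3) with FLT. Its log2 fold change was 1.5 (standard error 0.20, adjusted p = 3.1e-05) with d4T and 2.03 (standard error 0.20, adjusted p = 3.7e-07) with FLT from edgeR's quasi-likelihood test. *gst-10* (WBGene00001758, chromosome V, 2561690 to 2564645) rose from 38.7 ± 4.25 CPM to 116 ± 39.5 CPM with d4T and to 175 ± 53.3 CPM with FLT (SD, n = 3 each). *gst-4*, a marker gene of oxidative stress (WBGene00001752, chromosome IV, 10142225 to 10143099; *dhs-12* overlaps it on the same strand), rose from 29.5 ± 3.19 CPM to 65.6 ± 12.1 CPM (SD, n = 3 each) with FLT, a log2 fold change of 1.15 (standard error 0.18, adjusted p = 9.9e-05 from edgeR's quasi-likelihood test). It did not pass with d4T (0.40, standard error 0.18) or AZT (-0.19, standard error 0.18), and FLT differed from both in the test of the difference (d4T minus FLT -0.75, adjusted p = 0.0069, and AZT minus FLT -1.34, adjusted p = 1.8e-05, by edgeR). The difference between d4T and FLT did not pass in a fit of the compared groups alone. With AZT, *gst-7* (WBGene00001755, chromosome II, 4882062 to 4883358) rose from 152 ± 17.1 CPM to 374 ± 76.7 CPM (SD, n = 3 each), and the nitrilase gene *nit-1* (WBGene00014206, chromosome III, 3922207 to 3923873), which overlaps ZK1058.9 on the other strand, fell from 15.6 ± 0.856 CPM to 6.54 ± 1.77 CPM (SD, n = 3 each).

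Of 22 measured SKN-1 targets, 1 rose and 1 fell with AZT at 24h (1 rose and 0 fell adjusted over the list alone), 3 rose with d4T (3 adjusted over the list alone), and 9 rose and 2 fell with FLT (11 and 2 adjusted over the list alone). For AZT the median log2 fold change was -0.12 and the mean -0.015, while camera's direction was upwards (adjusted p = 0.62). Camera's adjusted p was 0.0038 for d4T (adjusted p = 0.28 with an estimated correlation) and 6.6e-06 for FLT (adjusted p = 0.041 with an estimated correlation). No call of camera in any list held with an estimated correlation at 0.01. The glutamate-cysteine ligase gene *gcs-1*, which makes glutathione, was 1 of the 2 that fell with FLT, from 126 ± 1.96 CPM to 86.1 ± 11.2 CPM (SD, n = 3 each). *gst-5* and *gst-10* did not differ between d4T and FLT past the threshold (d4T minus FLT -0.53, 95% interval -0.91 to -0.15, and -0.59, 95% interval -1.01 to -0.17). In a fit of the compared groups alone, *gst-5* and *gst-10* did not pass with d4T, and 5 of the targets rose with FLT. Without d4T 24h replicate 2, 6 of the targets rose and 1 fell with d4T, and *nit-1* with AZT lost its call when any 1 of the 6 libraries was left out and with the replicate block. It ran the other way against unexposed nematodes (0.34), where *gst-7* did not pass (0.44) and edgeR called 0 of the targets with AZT. The fall of *gcs-1* lost its call without DMSO 24h replicate 2 or 3 or FLT 24h replicate 3, with scaling by library totals and in the fit of the compared groups alone.

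**Figure D2:**
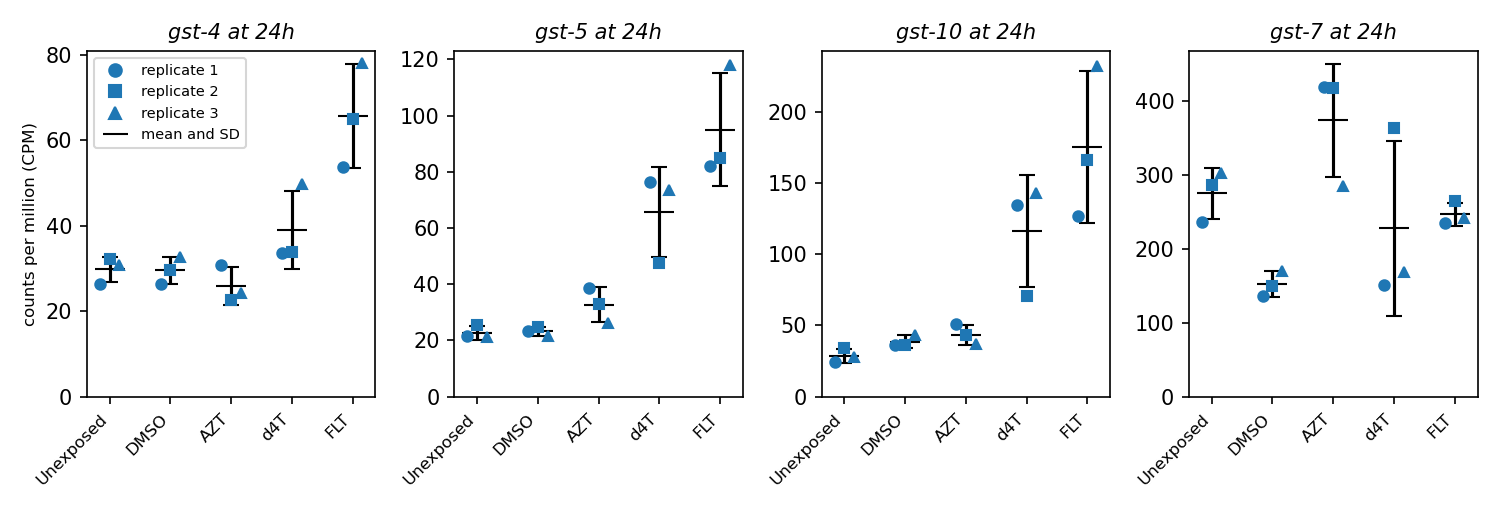
CPM of *gst-4*, *gst-5*, *gst-10* and *gst-7* in each library at 24h, with the 3 replicates of each group as points and the mean and SD as bars. The y axis of each panel starts at 0; *gst-4*, *gst-5* and *gst-10* are highest with FLT and *gst-7* with AZT, and d4T 24h replicate 2 lies nearest the AZT libraries at *gst-7*.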

At 24h, all NRTIs showed expression profiles that overlap with SKN-1 up-regulated genes, suggesting a role for ROS in the longevity response (Table 7). 

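With AZT at 72h, the UDP-glucuronosyltransferase gene *ugt-13* (WBGene00019232, chromosome V of WBcel235, 4908884 to 4911399) rose from 3.97 ± 0.696 CPM (SD, n = 3) to 12.4 ± 1.16 CPM (SD, n = 3). Its log2 fold change was 1.65 (standard error 0.21, adjusted p = 9.3e-07 from edgeR's quasi-likelihood test). *gst-7* fell from 515 ± 14.9 CPM to 178 ± 19.1 CPM (SD, n = 3 each), opposite to its rise at 24h. The arsenite-inducible gene *aip-1*, which acts with the proteasome (WBGene00000097, chromosome V, 14012333 to 14013644), fell from 86.8 ± 6.25 CPM to 32.0 ± 3.40 CPM (SD, n = 3 each) with AZT and to 48.7 ± 9.00 CPM (SD, n = 3) with d4T. Of the 22 SKN-1 targets, 5 rose and 2 fell with AZT at 72h (4 and 2 adjusted over the list alone). By comparison, 4371 of all 16048 genes tested rose and 3474 fell. With scaling by library totals, 10 of the targets rose and 2 fell. Camera's adjusted p for AZT was 0.44. With d4T at 72h, 0 rose and 1 fell by edgeR (0 and 0 adjusted over the list alone), with 2 higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 0 higher and 2 lower. With scaling by library totals, 3 rose and 0 fell with d4T. A fit of d4T and DMSO alone gave 1 and 3. The median log2 fold change with d4T was -0.01, and 0.26 with scaling by library totals. In the test of the difference at 72h, 3 targets were higher and 1 was lower with AZT than with d4T, among them *ugt-13* (difference 1.05, standard error 0.20, adjusted p = 7.8e-04 by edgeR). The fall of *aip-1* with d4T lost its call when any 1 of the 6 libraries was left out and with scaling by library totals, and against unexposed nematodes its log2 fold change was 0.02.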

At 72h the overlap remained for AZT, but was absent for d4T. FLT at 72h showed a small yet significant overlap with SKN-1 down-regulated genes (Table 8). 

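With FLT at 72h, *gst-30*, another glutathione S-transferase gene (WBGene00001778, chromosome II of WBcel235, 4933883 to 4935054), rose from 1.34 ± 0.428 CPM (SD, n = 3) to 6.20 ± 1.15 CPM (SD, n = 3). Its log2 fold change was 2.21 (standard error 0.38, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test), and it was higher with FLT than with d4T at the same time (d4T minus FLT -1.91, standard error 0.37). *gst-12* (WBGene00001760, chromosome II, 13616682 to 13618061) rose from 1.15 ± 0.305 CPM to 4.01 ± 0.249 CPM (SD, n = 3 each). *gst-5* fell from 78.0 ± 19.1 CPM to 46.0 ± 2.26 CPM (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.20, adjusted p = 0.0088 from edgeR's quasi-likelihood test). *gst-4* did not pass the test at 72h (log2 fold change -0.37, standard error 0.18). Of the 22 SKN-1 targets, 2 rose and 1 fell with FLT at 72h (4 and 1 adjusted over the list alone), with a median log2 fold change of 0.06 and camera's adjusted p at 0.71. Without FLT 72h replicate 1, 4 rose and 0 fell, and with DESeq2 4 rose and 1 fell. A fit of FLT and DMSO alone gave 2 and 3, and unexposed nematodes as the control 3 and 3 (3 and 5 adjusted over the list alone). Compared with the effect at 24h, the effect of FLT at 72h was higher for 2 targets and lower for 9. The fall of *gst-5* lost its call without DMSO 72h replicate 1 or 2, without any 1 of the FLT 72h libraries, with scaling by library totals and without the filter, and against unexposed nematodes its log2 fold change was 0.09. Taking these overlaps with its other assays, the paper proposes that inhibition of the MRC and ROS from NRTI exposure set off mitohormetic responses through which lifespan is prolonged.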

Taken together, our observations suggest that NRTI induced MRC inhibition and increased ROS production in *C*. *elegans* lead to mitohormetic responses that signal lifespan extension.

## Discussion

In this study we show that exposure of *C*. *elegans* to NRTIs can rapidly change mtDNA copy number, decrease ATP levels and increase the production of ROS, all within a time frame too short for the causality of events as proposed in the polymerase-γ theory to take place. The ability of paraquat or H_2_O_2_ to induce similar effects in both mtDNA copy numbers and MRC inhibition, suggests that increased ROS production is leading in these changes. Supporting this, the antioxidant NAC attenuated the short-term decrease in mtDNA copy number and ATP levels caused by FLT. Furthermore we show that the FLT induced reduction in fitness and increase in lifespan can be attenuated by NAC, suggesting that oxidative stress is an important driver behind NRTI induced adverse events. Signalling pathways governed by CEP-1 and HIF-1 are likely induced upon MRC perturbation and SKN-1 likely responds to the upsurge in ROS, collectively leading to mitohormetic events (Fig 4).

**Fig 4:**
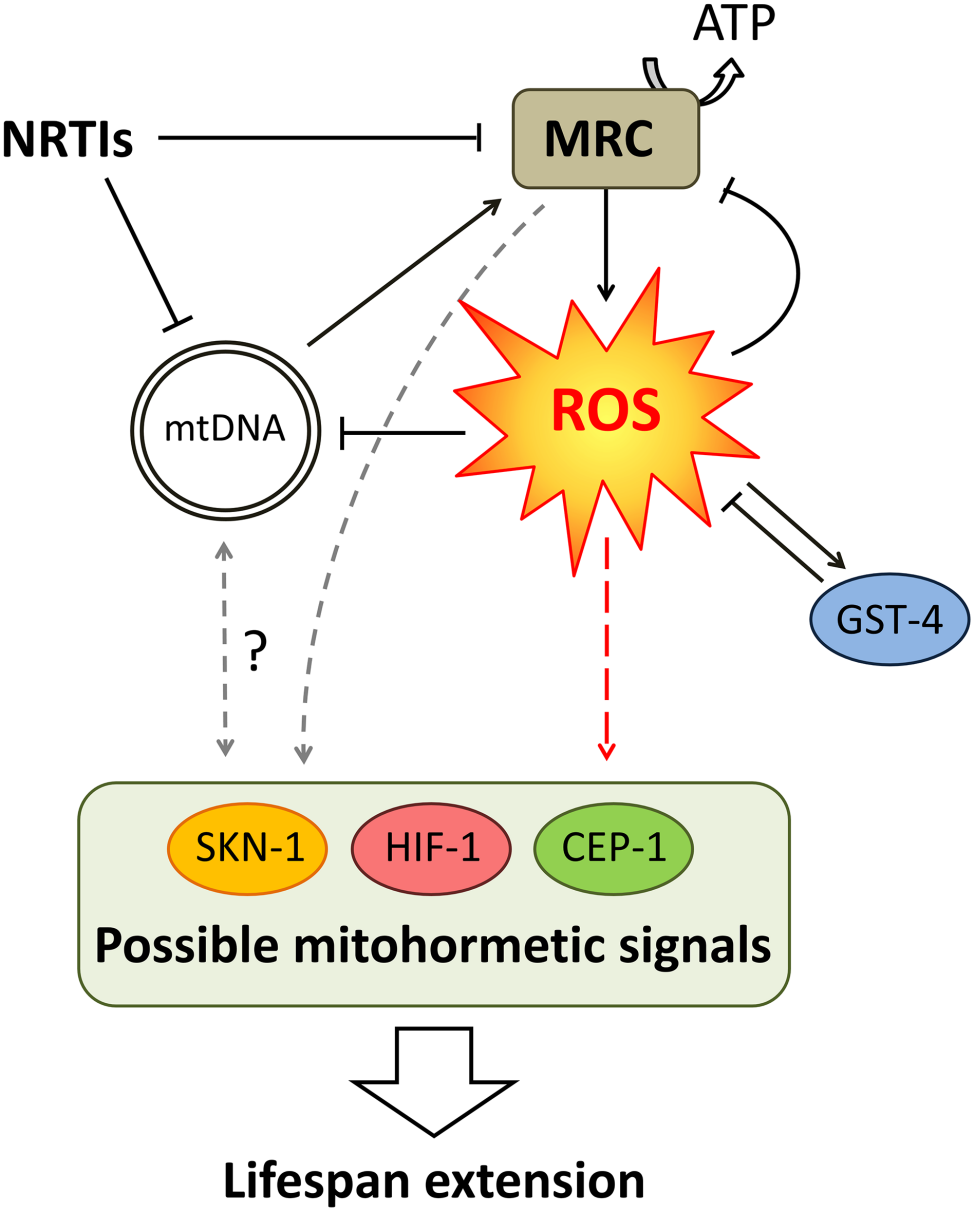
Schematic representation of short-term NRTI induced events which lead to longevity in *C*. *elegans*. NRTIs directly inhibit the mitochondrial respiratory chain (MRC) inducing an increase in reactive oxygen species (ROS). NRTIs also inhibit mtDNA replication which can, in time, disrupt MRC function through a depletion of mtDNA encoded transcripts and MRC complex components. Augmented ROS production likely induces mitohormetic signalling which involves factors involved in prolonged longevity signalling culminating in increased lifespan (red dashed arrow). Based on our results, likely signalling pathway include CEP-1, SKN-1 and HIF-1. NRTI induced ROS also prompts *gst-4* expression. Black solid arrows indicate results from this study. Grey dashed arrows indicate hypothetical pathways.

### NRTIs induce immediate mitochondrial toxicity

NRTI induced mitochondrial toxicity is commonly discussed in the context of chronic exposure. We discovered that NRTIs cause rapid and unexpected changes in mtDNA copy numbers. The prompt rise in mtDNA copy number induced by AZT was particularly surprising and may be caused by complex I inhibition [31–33]. This is supported by the discovery that inhibition of complex I by rotenone significantly increased mtDNA levels [47]. The d4T induced rise in mtDNA copy number may also be caused by inhibition of complex I, which has been observed after chronic exposure [31]. MtDNA copy number fluctuations may occur due to the NRTI induced increase in ROS production as mild oxidative stress is known to prompt mitochondrial biogenesis [48].

The sharp decrease in mtDNA copy number upon exposure to paraquat and the partial rescue of FLT decreased mtDNA copy number upon supplementation with NAC suggest, however, that ROS production can also restrain mtDNA replication. Polymerase-γ activity can be reduced due to oxidative damage [16]. Taken together, we conclude that the rapid fluctuations in mtDNA copy number upon exposure to NRTIs are strongly affected by the generation of ROS. However, the findings that NAC supplementation does not completely rescue the FLT-induced mtDNA copy number decline suggests that there are other mechanisms at play. For instance, NRTI metabolism and pharmacokinetics likely interfere with normal nucleoside homeostasis and function [12], and NRTIs can also directly inhibit mitochondrial enzymes besides polymerase-γ [13] (for a comprehensive review see [4]).

### Rapid NRTI induced inhibition of MRC function

ROS can be generated via MRC inhibition [49]. NRTIs, in particular AZT, have been suggested to directly inhibit the mitochondrial respiratory chain [33,50]. Inhibition of complex I by AZT has been proposed to increase NADH derived electrons which are consequently diverted from the MRC to alternate electron acceptors such as oxygen, thus stimulating free radical generation [31,32]. ddC has been shown to directly inhibit complex I through phosphorylation of complex I at Q-module subunits [32]. It is therefore expected that AZT and ddC cause direct MRC dysfunction and consequently increase ROS production.

ROS are also known to rapidly inhibit MRC complexes and decrease ATP levels [51,52]. We suggest, however, that FLTs reduction in MRC function is probably first caused by direct MRC inhibition as NAC supplementation did not unequivocally rescue the diminished ATP levels. This may indeed be the case for all NRTIs, as it is unclear how they can so quickly cause ROS production without first inhibiting the MRC. Moreover, our observations that NAC readily rescues the decreased ATP levels caused by paraquat, which is not known to directly inhibit MRC complex function at the concentrations used in this study supports this proposed chronology of events [53,54].

Paraquat is known to generate ROS in the mitochondrial matrix at the site of complex I [53]. The inhibition of the MRC by NRTIs probably also results in generation of ROS within the mitochondrial matrix [55] as we previously showed that all NRTIs reduced quinone redox status [25]. On the basis of structural features alone, NRTIs likely effectively compete with the nicotinamide adenine dinucleotide (NAD) recognition site of complex I [31]. Complex I has many suspected nucleotide binding sites [32], making it the most likely of MRC complexes to interact with NRTIs. The similarity of NRTI induced adverse events to symptoms observed in inherited mitochondrial disorders that specifically affect NADH binding sites, such as the early onset of neurodegenerative disorders, lactic acidosis, cardiomyopathy, and exercise intolerance, also supports this. Moreover, mutations in the complex I NADH binding sites are known to increase ROS production [56].

ROS likely also induce a decline in ATP levels through inhibition of the adenine nucleotide translocase which has been observed to be the protein in mitochondrial membranes most sensitive to oxidative damage and consequent decline in activity [52]. Superoxide has also been found to rapidly decrease ATP levels by reducing mitochondrial membrane potential (ΔΨ_mt_) through activation of uncoupling proteins. It has been suggested that in this way, increased superoxide production by the MRC activates a feedback-loop designed to mitigate ROS production [57]. We therefore propose that NRTIs directly inhibit the MRC and cause an initial rise in ROS which rapidly inhibits MRC function further. More research is, however, necessary to unravel the sites where NRTIs might inhibit MRC complexes.

### NRTIs induce a mitohormetic lifespan extension in *C*. *elegans*

A retarded development and reduced body length in *C*. *elegans* is often related to an increase in lifespan. *C*. *elegans* long-lived *mit* mutants, for instance, display a spectrum of phenotypes that are typically unified by reduced rates of development, ageing and behaviour [39], similar to the phenotypes witnessed here with NRTIs. In line with this, disruption of almost any subunit of the MRC, regulators of its assembly, and its co-factors, can lead to lifespan extension in *C*. *elegans* [58]. Low doses of mitochondrial toxins, such as rotenone for instance, are known to increase longevity [39]. Interestingly, impaired respiration as seen in *mit* mutants was associated with an increase in mtDNA copy numbers, similar to our observations for NRTIs (Fig 1A). We propose that in *C*. *elegans*, NRTI induced MRC inhibition and ROS production prompt mitohormetic signalling pathways similar to those seen in long-lived *mit* mutants. It has been suggested that *C*. *elegans mit* mutants acquire their longevity via an increased production of ROS as a substantial amount of genes are similarly regulated in both *mit* mutants and nematodes exposed to a low dose of paraquat [38]. GST-4 has been shown to be directly involved in resistance to oxidative stress [26] and increased *gst-4* expression has been found in *mit* mutants as part of the ROS induced ‘retrograde response’ [59]. In agreement, our observed up-regulation of *gst-4* suggests that a defence response is induced by ROS upon exposure to NRTIs. Additionally, we show that pre-exposure to NRTIs protects animals from paraquat stress and extends lifespan; both consequences of mitohormesis. Finally, the extended lifespan of *clk-1* and *isp-1* mutants, and RNAi knock-down of many MRC components, depends on CEP-1, HIF-1 and SKN-1 [40,58], which showed significant overlap with DEGs induced by NRTI exposure.

One protective strategy to limit mitochondrial oxidative damage and consequent cellular injury is the use of antioxidants [60,61]. Indeed, this strategy has been tested both *in vitro* [62,63] and *in vivo* [62,64,65] as a means to protect mitochondrial function, alleviate HAART or HIV-1 induced adverse events, and boost the patient’s immune system [65–70]. NAC has even been supported in becoming a standard complementary treatment to antiretroviral therapy [71]. The inability of NAC to completely rescue FLT reduced fitness and mtDNA depletion shows that besides MRC dysfunction and ROS production, NRTI induced mtDNA replication stalling by polymerase-γ inhibition may also influence the observed changes in life-history traits. This is especially the case for FLT that showed severely decreased mtDNA copy number. This effect, however, is probably small for the other NRTIs as a 55% reduction in mtDNA copy number in *C*. *elegans* has recently been shown to have limited influence on life history traits [72].

### Drug concentrations and exposure

We selected a NRTI concentration range of 100–200μM on the basis of their ability to cause robust effects on mitochondrial function in *C*. *elegans* [25]. In HIV-1 patients, the plasma concentration of the antiretroviral drugs used in this study is generally between 4–16μmol/L [73]. However, plasma concentrations of 50μM have been observed for AZT in the clinic [32]. *In vitro* experiments commonly use concentrations between 10–200μM [11,74,75]. Drugs can be exposed to nematodes on solid media, by either mixing them in with the bacterial lawn or adding them directly to the agar plates [76,77]. We found both methods to be effective, yet preferred mixing the drugs into the agar plates so as to limit drug diffusion over time. In this way, there are two ways in which the antiretrovirals can reach their targets, namely through ingestion or by diffusion across the nematodes cuticle. The cuticle of *C*. *elegans* is notoriously impervious to many compounds and drug uptake by *C*. *elegans* is rather poor. Moreover, *C*. *elegans* has extensive enzymatic xenobiotic defences and exogenously applied pharmacologicals that do penetrate the cuticle often fail to accumulate to effective concentrations within tissues which may explain the rapid adaptation of the GST-4 expression in *C*. *elegans* [78]. It is therefore not uncommon for polar drugs to be applied to *C*. *elegans* in a concentration 1000 fold higher than their predicted affinity for the target [79]. More research is however needed as although the drug concentrations used in this study have been chosen with care, their ability to cause similar effects in patients needs to be verified. Of particular interest is that NRTI-induced adverse events are known to be dependent on the NRTIs phosphorylation state [80,81]. The detection of NRTI-TPs, however, in patients is difficult and has limited pharmacological research into the pharmacokinetics of NRTIs [82]. Measurements of NRTI nucleoside and nucleotide concentrations within nematodes may help explain discrepancies between the toxicity profiles of each NRTI and shed light on the pharmacokinetics of each compound.

## Conclusions

Taken together, this study shows that ROS production in the initial stages of NRTI treatment may strongly influence the progression of disease and that palliative measures to reduce ROS early on may prove effective in reducing the occurrence NRTI adverse events. During chronic exposure to NRTIs, the increased production of ROS together with the sustained inhibition of polymerase-γ may tip the balance in the favour of mitochondrial toxicity, predisposing the patient to the onset of adverse events. It is therefore perhaps not surprising that there is a high occurrence of ROS related inflammation and metabolic syndromes amongst the HIV-1 infected being treated with NRTIs [17].

## Materials & methods

### Nematode culture and drug exposure

Nematodes were cultured on NGM plates and fed OP50 *Escherichia coli* lawn at 20°C unless mentioned otherwise. The N2 Bristol (wild type) and MJCU017 strains were provided by the Caenorhabditis Genetics Center (CGC) and PE255 animals were a generous gift from C. Lagido. *Gst-4* expression measurements were performed using ‘JMET69’ (Is[gst-4(1491 bp)::gfp;unc119(+)];Is[unc-54pro::mCherry;unc119(+)]), which was generated using MJCU017 [83].

Antiretroviral drugs (Sigma-Aldrich Co.) were dissolved in dimethyl sulfoxide (DMSO) (AZT, FLT, d4T & ddI = 300mM; ddC = 100mM). Antioxidant (Sigma-Aldrich Co.) *N*-acetylcysteine (NAC) was dissolved to a stock solution of 500mM in ddH_2_O.

### RNA extraction, library construction and sequencing

In biological triplicates, synchronized L1 larvae were placed on NGM plates with an OP50 bacterial lawn until L4, and transferred to plates containing the drug of interest for 24 or 72 hours. A final concentration of 100μM was added to the NGM media before pouring. Besides unexposed nematodes, a representative DMSO concentration (0,033%) was used as a control. Bacteria and eggs were removed from the culture using a 31μM pore mesh before immediately freezing the samples at -80°C until RNA extraction. 72 hour cultures were moved to fresh plates every day after meshing. RNA was extracted from worm pellets using the Direct-zol RNA MiniPrep kit (Zymo Research, R2052) as described by the manufacturer. RNA integrity and quality were analyzed using the Agilent 2100 Bioanalyser (G2938A) before Illumina Sequencing (BaseClear B.V., Leiden, The Netherlands). Sequencing was carried out using the Illumina TruSeq library preparation kit, sequencing with 20 million reads per sample.

### RNAseq data processing and statistics

FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) was used to check the quality of the raw reads. No samples were omitted from statistical analysis because of bad quality. The sequence reads were trimmed using Trimmomatic v0.32 [84]. The trimmed reads were aligned against the *C*. *elegans* genome (Ensembl, WBcel235.75) using TopHat (v2.0.8) [85]/Bowtie (v2.1.0) [86]. HTseq [87] was used to quantify gene expression. Statistical analysis was performed in R/Bioconductor, and the DESeq package [88] was applied for differential gene expression analysis.

### Paraquat stress assays

Paraquat sensitivity was tested as described previously [89,90]. In short, L4 larvae were exposed to NRTIs until their larvae had reached the L4 stage. These were then transferred to NGM plates containing 4mM paraquat and kept for 72hrs at 20°C, at which time the number of surviving worms was calculated. Paraquat sensitivity from L4 animals was tested by exposing synchronized animals to NRTIs from the L1 larval stage until L4. These were then transferred to NGM plates containing 4mM paraquat, kept at 20°C and the number of surviving worms was counted approximately every other day. Results were combined from at least two independent experiments.

### ROS measurements

GFP expression, driven by the *gst-4* promoter, was measured after 24h culture of L4 JMET69 animals in the presence of NRTIs. Short-term experiments (6h) were performed on therapy naïve animals. Synchronized worms were cultured at 25°C to L4, transferred to FUdR plates until day 1 of adulthood and washed from the plates with M9 buffer and filtered over a SEFAR NITEX^®^ 31μM pore mesh (03-31/24) to remove debris and *E*. *coli*. ~800 animals were placed in each well of a flat clear-bottomed 96 well plate and exposed to 200μM of NRTIs in M9 buffer, in a total volume of 100μL. Measurements were performed at 25°C and recorded by a FLUOstar OPTIMA plate reader (Biotek Synergy Mx). GFP (470/520nm) expression was normalized to constitutively active RFP (577/620nm) expression. Statistical analysis compared to DMSO: AZT, FLT, d4T & ddI = 0.067%; ddC = 0.2%. Experiments were performed with a minimum of three biological and five technical replicates.

### ATP measurements

ATP luminescence measurements were adapted from [91]. All measurements were performed in CPB (pH 6.5) with a final volume of 100μL. 10μL of a 10x concentrated drug solution (in DMSO) was pipetted into white flat-bottomed 96-wells plates (Greiner). Each condition was measured in at least 3 biological replicates and at least 8 technical replicates. NAC was dissolved in MiliQ. Luminescence was measured in a Biotek Synergy MX plate reader in the visible spectral range (300-600nm). Young adult worms grown at 25°C were washed off the FUdR plates with S-basal and collected in CPB. Luminescence buffer was prepared with 1mM D-Luciferin and 0,05% Triton-X, to improve cuticle permeability. For the NRTIs, the final concentration of DMSO was 0.33% (all final concentrations, in CPB). Luminescence was measured continuously during 2 minutes. The average of green fluorescent protein (GFP) expression was measured continuously with a 485/520nm filter set for 1 minute (12 times) right after the luminescence measurement for normalisation. The different biological replicates were analysed with a two-way ANOVA with replication with a significance value of p ≤ 0,05. The mean ± standard error is reported.

### Oxygen consumption rate

Oxygen consumption was measured using the Seahorse XF^e^96 (Seahorse Bioscience). 20 L4 animals were picked from NGM plates and transferred in 96-well Seahorse plates containing dH_2_O. 10x concentrated compounds were injected into the wells after 4 basal measurements, which were used for normalisation. Oxygen consumption was measured in at least 5 replicates. Data was analysed using Wave 2.2.0 (Seahorse Bioscience).

### Lifespan assays

Lifespan scoring was conducted at 20°C. ~100 synchronized nematodes were placed on NGM plates containing the compound(s) of interest and dead animals were scored approximately every other day. Worms that crawled off the plates, showed bagging or gonad protrusion were removed from the plates and scored separately. Animals were scored as dead when they no longer moved or showed pharyngeal pumping when they were successively gently prodded on the head and tail with a platinum wire. All experiments using L4 animals were done in the presence of 50μM fluorodeoxyuridine (FUdR) to inhibit progeny. A minimum of 2 biological replicates per condition was analysed. Prism 6 software was used for statistical analysis using the log-rank (Mantel-Cox and Gehan-Breslow-Wilcoxon) method [92].

### Thrashing assay

A single worm was placed in a drop of M9 buffer on a clean glass slide and allowed to acclimatize for 30 seconds. The frequency of sigmoidal body bends was counted during 30 seconds as described previously [93]. Thrashes were averaged from 10 worms per treatment condition over three independent trials.

### Body length

Animals were exposed to NRTIs from L1-L4 (48h) or from L4-D3 (96h), washed with M9, and imaged with a Canon Power Shot A640 camera attached to a Leica M80 stereo microscope. Measurements were performed with Image J freeware (W.S. Rasband, U.S.A. National Institutes of Health, Bethesda, Maryland, USA, http://rsb.info.nih.gov/ij/, 1997–2012). Measurements were performed upon at least 30 worms from three independent experiments.

### mtDNA copy number quantitative real time PCR

Quantitative real time PCR was performed as described by de Boer [25]. In short, synchronized N2, 2h post L4 molt, young adult worms were transferred to OP50 seeded FUdR NGM plates containing NRTIs (200μM) or paraquat (100μM, 500μM, 1mM). Five adult worms were collected at predetermined time points during drug exposure and lysed in Lysis buffer (50mM KCl, 10mM Tris (ph 8.3), 2,5mM MgCl_2_, 0,45% NP-40 (IGEPAL), 0,45% Tween-20, 0,01% Gelatin, 20mg/mL Proteinase K). Before detection in the PCR, the solution was diluted 40 times and 2μl was used as input in the PCR reaction. Primers specific for cytochrome c oxidase subunit I (COX1) were used for the determination of mtDNA copy number. PCRs were performed using the Taqman^®^ universal cycling conditions with amplified products being detected using a Taqman^®^ probe for CeCOX1. Fluorescent signal intensities were determined using the 7300 Real-Time PCR System (Applied Biosystems) with software SDS (version 1.9.1). To quantify the absolute quantity of mtDNA per worm, a standard curve was generated from a plasmid with a fragment of the *cox1* gene. After PCR the total mtDNA copies per worm were calculated. mtDNA quantitative PCR was performed with at least three biological and two technical replicates.

## Supporting information

S1 Fig NAC decreased mtDNA replication associated with development. NAC reduced the normal mtDNA copy number increase during 1h exposure. 100μM NAC decrease mtDNA copy number compared to control nematodes after 1h exposure (dark grey vs 1h control). mtDNA copy number increases during nematode development and therefore rises (control 0h vs control 1h). Error bars show the 95% C.I. (df = 51). Significance was determined using a two-tailed student’s T-test assuming unequal variances. ** = P-value <0.01, *** = P-value <0.001 compared to control animals at 1h, and Control 1h vs Control 0h.
(TIF)

S2 Fig Sodium azide and potassium cyanide reduced ATP production. Complex IV inhibitors, sodium azide (NaN3) and potassium cyanide (KCn), reduced ATP production. 1mM NaN3 and 50mM KCn reduced *in vivo* ATP levels measured after 2 minutes of exposure. Statistics were calculated with a two-way ANOVA with replication, compared to the control. * = P<0.05, *** = P<0.001.
(TIF)

S3 Fig H_2_O_2_ and paraquat do not influence OCR. Immediate OCR rates after injection of H_2_O_2_ and paraquat (PQ) do not change. The lack of these pro-oxidants to have an immediate effect on OCR supports the observations that they do not directly inhibit MRC complex function at the concentrations used in this study [53,54].
(TIF)

S4 Fig NAC does not alter ATP levels. ATP levels did not change upon exposure to 500μM NAC. *In vivo* ATP levels measured after 2 minutes of exposure.
(TIF)

S5 Fig AZT portrays a biphasic dose response in *C*. *elegans*. In accordance with mitohormetic events triggered by inhibited MRC function and an increase in ROS, 200μM AZT caused significant lifespan extension in *C*. *elegans*. An increase in AZT concentration above 200μM steadily decreased life span in L4 animals, indicating that NRTIs cause a biphasic dose response, reconfirming hormesis [94]. Increasing the concentration of AZT above a threshold of approximately 200μM reversed the life extension seen with 200μM. Animals were exposed from the L4 larval stage at 20°C. Asterisks indicate significance as calculated with the Mantel-Cox test compared to the control: * = P<0.05, ** = P<0.01, *** = P<0.001, n.s. = not significant.
(TIF)

S6 Fig NRTIs likely did not cause lifespan extension through caloric restriction. In *C*. *elegans*, caloric restriction during development or adulthood can cause lifespan extension by increasing mitochondrial activity and prompting the expression of genes involved in stress resistance and longevity [95]. Although pharyngeal pumping is not a direct measure of feeding we tested if the changes in lifespan traits we observed were caused by caloric restriction due to a reduced food intake (reduced pharyngeal pumping). We exposed nematodes from the L4 larval stage and counted pharyngeal pumping rates at 2, 6, and 24h. No significant change in pumping rate was seen at time points 2, 6, and 24h. Taken together, these results suggest that the observed extension in lifespan is likely not caused by caloric restriction. A: 2h exposure, B: 6h exposure, and C: 24h exposure to NRTIs does not alter pharyngeal pumping rates per minute (ppm) per worm. NRTI concentration = 200μM. L4 animals were exposed to NRTIs and pharyngeal pumping rates of 10 animals from each condition were manually counted under a Leica M80 stereo microscope for the duration of 30 seconds. To assess short-term and long-term effects, drug exposure times were 2, 6, 24, and 48h. Dead and non-pumping animals were not included. 1 pump was defined as 1 grinder movement. Pumping rates were measured at room temperature (approximately 22°C) on NGM agar with confluent lawns of OP50 bacteria.
(TIF)

S7 Fig NRTIs pre-exposure protected against subsequent paraquat exposure. 4mM paraquat (PQ) survival assay of NRTI exposed animals. Statistics were calculated by two sided student’s *t*-test assuming unequal variance, compared to the control of that same time point (72h of PQ exposure).
(TIF)

S1 Table Supplementation of NAC does not affect movement. The number of sigmoidal body bends per worm per minute can be used as a proxy for fitness. Anti-oxidant concentration = 100μM. Statistics were calculated by two sided student’s t-test assuming unequal variance compared to control of that same time point. n.s. = not significant.
(DOCX)

## References

[1] SmithRL, de BoerR, BrulS, BudovskayaY, van SpekH. Premature and accelerated aging: HIV or HAART? Front Genet. 2012 1;3(January):328.2337257410.3389/fgene.2012.00328PMC3556597

[2] LewisW, DayBJ, CopelandWC. Mitochondrial toxicity of NRTI antiviral drugs: an integrated cellular perspective. Nat Rev Drug Discov. 2003 10;2(10):812–22. doi: 10.1038/nrd1201 1452638410.1038/nrd1201

[3] ApostolovaN, Blas-GarcíaA, EspluguesJ V. Mitochondrial toxicity in HAART: an overview of in vitro evidence. Curr Pharm Des. 2011 1;17(20):2130–44. 2171824910.2174/138161211796904731

[4] ApostolovaN, Blas-GarcíaA, EspluguesJ V. Mitochondrial interference by anti-HIV drugs: mechanisms beyond Pol-γ inhibition. Trends Pharmacol Sci. 2011 12;32(12):715–25. doi: 10.1016/j.tips.2011.07.0072189989710.1016/j.tips.2011.07.007

[5] CôtéHCF. Possible ways nucleoside analogues can affect mitochondrial DNA content and gene expression during HIV therapy. Antivir Ther. 2005;10 Suppl 2(SUPPL. 2):M3–11.16152702

[6] CihlarT, RayAS. Nucleoside and nucleotide HIV reverse transcriptase inhibitors: 25 years after zidovudine. Antiviral Res. 2010 1;85(1):39–58. doi: 10.1016/j.antiviral.2009.09.014 1988708810.1016/j.antiviral.2009.09.014

[7] StankovM V, LückeT, DasAM, SchmidtRE, BehrensGMN. Mitochondrial DNA depletion and respiratory chain activity in primary human subcutaneous adipocytes treated with nucleoside analogue reverse transcriptase inhibitors. Antimicrob Agents Chemother. 2010 1;54(1):280–7. doi: 10.1128/AAC.00914-09 1980555510.1128/AAC.00914-09PMC2798495

[8] TrifunovicA, WredenbergA, FalkenbergM, SpelbrinkJN, RovioAT, BruderCE, et al Premature ageing in mice expressing defective mitochondrial DNA polymerase. Nature. 2004 5 27;429(6990):417–23. doi: 10.1038/nature02517 1516406410.1038/nature02517

[9] MallonPWG, UnemoriP, SedwellR, MoreyA, RaffertyM, WilliamsK, et al In vivo, nucleoside reverse-transcriptase inhibitors alter expression of both mitochondrial and lipid metabolism genes in the absence of depletion of mitochondrial DNA. J Infect Dis. 2005 5 15;191(10):1686–96. doi: 10.1086/429697 1583879610.1086/429697

[10] ViengchareunS, CaronM, AuclairM, KimMJ, FrachonP, CapeauJ, et al Mitochondrial toxicity of indinavir, stavudine and zidovudine involves multiple cellular targets in white and brown adipocytes. Antivir Ther. 2007 1;12(6):919–29. 17926646

[11] Pan-ZhouXR, CuiL, ZhouXJ, SommadossiJP, Darley-UsmarVM. Differential effects of antiretroviral nucleoside analogs on mitochondrial function in HepG2 cells. Antimicrob Agents Chemother. 2000 3;44(3):496–503. 1068130910.1128/aac.44.3.496-503.2000PMC89717

[12] HosseiniSH, KohlerJJ, HaaseCP, TiolecoN, StuartT, KeebaughE, et al Targeted transgenic overexpression of mitochondrial thymidine kinase (TK2) alters mitochondrial DNA (mtDNA) and mitochondrial polypeptide abundance: transgenic TK2, mtDNA, and antiretrovirals. Am J Pathol. 2007 3;170(3):865–74. doi: 10.2353/ajpath.2007.060655 1732237210.2353/ajpath.2007.060655PMC1864875

[13] ValentiD, BarileM, PassarellaS. AZT inhibition of the ADP/ATP antiport in isolated rat heart mitochondria. Int J Mol Med. 2000 7;6(1):93–6. 1085127310.3892/ijmm.6.1.93

[14] Blas-GarciaA, ApostolovaN, EspluguesJ V. Oxidative stress and mitochondrial impairment after treatment with anti-HIV drugs: clinical implications. Curr Pharm Des. 2011 12 1;17(36):4076–86. 2218845610.2174/138161211798764951

[15] DayBJ, LewisW. Oxidative stress in NRTI-induced toxicity: evidence from clinical experience and experiments in vitro and in vivo. Cardiovasc Toxicol. 2004 1;4(3):207–16. 1547026910.1385/ct:4:3:207

[16] GraziewiczM a, DayBJ, CopelandWC. The mitochondrial DNA polymerase as a target of oxidative damage. Nucleic Acids Res. 2002 7 1;30(13):2817–24. 1208716510.1093/nar/gkf392PMC117047

[17] TrifunovicA, LarssonN-G. Mitochondrial dysfunction as a cause of ageing. J Intern Med. 2008 2;263(2):167–78. doi: 10.1111/j.1365-2796.2007.01905.x 1822609410.1111/j.1365-2796.2007.01905.x

[18] KlineER, BassitL, Hernandez-SantiagoBI, DetorioMA, LiangB, KleinhenzDJ, et al Long-term exposure to AZT, but not d4T, increases endothelial cell oxidative stress and mitochondrial dysfunction. Cardiovasc Toxicol. 2009 3;9(1):1–12. doi: 10.1007/s12012-008-9029-8 1906724910.1007/s12012-008-9029-8PMC2714048

[19] MandaKR, BanerjeeA, BanksW a, ErcalN. Highly active antiretroviral therapy drug combination induces oxidative stress and mitochondrial dysfunction in immortalized human blood-brain barrier endothelial cells. Free Radic Biol Med. 2011 4 1;50(7):801–10. doi: 10.1016/j.freeradbiomed.2010.12.029 2119303010.1016/j.freeradbiomed.2010.12.029PMC5997409

[20] RistowM. Unraveling the Truth About Antioxidants: Mitohormesis explains ROS-induced health benefits. Nat Med. 2014 7;20(7):709–11. doi: 10.1038/nm.3624 2499994110.1038/nm.3624

[21] SenaL a, ChandelNS. Physiological roles of mitochondrial reactive oxygen species. Vol. 48, Molecular Cell. Elsevier Inc.; 2012 p. 158–66.10.1016/j.molcel.2012.09.025PMC348437423102266

[22] D’AutréauxB, ToledanoMB. ROS as signalling molecules: mechanisms that generate specificity in ROS homeostasis. Nat Rev Mol Cell Biol. 2007 10;8(10):813–24. doi: 10.1038/nrm2256 1784896710.1038/nrm2256

[23] MandasA, IorioEL, CongiuMG, BalestrieriC, MereuA, CauD, et al Oxidative imbalance in HIV-1 infected patients treated with antiretroviral therapy. J Biomed Biotechnol. 2009 1;2009:749575 doi: 10.1155/2009/749575 1988498310.1155/2009/749575PMC2768042

[24] SegrefA, KeveiÉ, PokrzywaW, SchmeisserK, MansfeldJ, Livnat-LevanonN, et al Pathogenesis of human mitochondrial diseases is modulated by reduced activity of the ubiquitin/proteasome system. Cell Metab. 2014 4 1;19(4):642–52. doi: 10.1016/j.cmet.2014.01.016 2470369610.1016/j.cmet.2014.01.016

[25] de BoerR, SmithRL, de VosWH, MandersEM, BrulS, van der SpekH. Caenorhabditis elegans as a model system to study drug induced mitochondrial toxicity. PLoS One. 2015;10(5):1–16.10.1371/journal.pone.0126220PMC443041925970180

[26] LeiersB, KampkötterA, GreveldingCG, LinkCD, JohnsonTE, Henkle-DührsenK. A stress-responsive glutathione S-transferase confers resistance to oxidative stress in Caenorhabditis elegans. Free Radic Biol Med. 2003 6;34(11):1405–15. 1275785110.1016/s0891-5849(03)00102-3

[27] XueSY, HebertVY, HayesDM, RobinsonCN, GloverM, DugasTR. Nucleoside Reverse Transcriptase Inhibitors Induce a Mitophagy-Associated Endothelial Cytotoxicity That Is Reversed by Coenzyme Q10 Cotreatment. Toxicol Sci. 2013 5 2;134(2):323–34. doi: 10.1093/toxsci/kft105 2364086210.1093/toxsci/kft105PMC3842105

[28] TsangWY, LemireBD. Mitochondrial genome content is regulated during nematode development. Biochem Biophys Res Commun. 2002 2 15;291(1):8–16. doi: 10.1006/bbrc.2002.6394 1182945410.1006/bbrc.2002.6394

[29] BraticI, HenchJ, HenrikssonJ, AntebiA, BürglinTR, TrifunovicA. Mitochondrial DNA level, but not active replicase, is essential for Caenorhabditis elegans development. Nucleic Acids Res. 2009 4;37(6):1817–28. doi: 10.1093/nar/gkp018 1918170210.1093/nar/gkp018PMC2665216

[30] MartinJL, BrownCE, Matthews-DavisN, ReardonJE. Effects of antiviral nucleoside analogs on human DNA polymerases and mitochondrial DNA synthesis. Antimicrob Agents Chemother. 1994 12;38(12):2743–9. 769525610.1128/aac.38.12.2743PMC188279

[31] LundKC, WallaceKB. Direct, DNA pol-gamma-independent effects of nucleoside reverse transcriptase inhibitors on mitochondrial bioenergetics. Cardiovasc Toxicol. 2004 1;4(3):217–28. 1547027010.1385/ct:4:3:217

[32] LundKC, WallaceKB. Adenosine 3’,5’-cyclic monophosphate (cAMP)-dependent phosphoregulation of mitochondrial complex I is inhibited by nucleoside reverse transcriptase inhibitors. Toxicol Appl Pharmacol. 2008 1 1;226(1):94–106. doi: 10.1016/j.taap.2007.08.015 1790460010.1016/j.taap.2007.08.015PMC2390784

[33] PereiraLF, OliveiraMBM, CarnieriEGS. Mitochondrial sensitivity to AZT. Cell Biochem Funct. 1998;16(3):173–81. doi: 10.1002/(SICI)1099-0844(199809)16:3<173::AID-CBF783>3.0.CO;2-4 974750910.1002/(SICI)1099-0844(199809)16:3<173::AID-CBF783>3.0.CO;2-4

[34] BrandM. The sites and topology of mitochondrial superoxide production. Exp Gerontol. 2010 8;45(7–8):466–72. doi: 10.1016/j.exger.2010.01.003 2006460010.1016/j.exger.2010.01.003PMC2879443

[35] RistowM, SchmeisserS. Extending life span by increasing oxidative stress. Free Radic Biol Med. 2011;51(2):327–36. doi: 10.1016/j.freeradbiomed.2011.05.010 2161992810.1016/j.freeradbiomed.2011.05.010

[36] Van RaamsdonkJM, HekimiS. Superoxide dismutase is dispensable for normal animal lifespan. Proc Natl Acad Sci U S A. 2012 4 10;109(15):5785–90. doi: 10.1073/pnas.1116158109 2245193910.1073/pnas.1116158109PMC3326508

[37] BansalA, ZhuLJ, YenK, TissenbaumH a. Uncoupling lifespan and healthspan in Caenorhabditis elegans longevity mutants. Proc Natl Acad Sci. 2015;112(3):E277–86. doi: 10.1073/pnas.1412192112 2556152410.1073/pnas.1412192112PMC4311797

[38] YeeC, YangW, HekimiS. The intrinsic apoptosis pathway mediates the pro-longevity response to mitochondrial ROS in C elegans. Cell. 2014 5;157(4):897–909. doi: 10.1016/j.cell.2014.02.055 2481361210.1016/j.cell.2014.02.055PMC4454526

[39] MunkácsyE, ReaSL. The paradox of mitochondrial dysfunction and extended longevity. Exp Gerontol. 2014;56:221–33. doi: 10.1016/j.exger.2014.03.016 2469940610.1016/j.exger.2014.03.016PMC4104296

[40] LeeSJ, HwangAB, KenyonC. Inhibition of respiration extends C. elegans life span via reactive oxygen species that increase HIF-1 activity. Curr Biol. 2010;20(23):2131–6. doi: 10.1016/j.cub.2010.10.057 2109326210.1016/j.cub.2010.10.057PMC3058811

[41] BackP, BraeckmanBP, MatthijssensF. ROS in aging Caenorhabditis elegans: damage or signaling? Oxid Med Cell Longev. 2012 1;2012:608478 doi: 10.1155/2012/608478 2296641610.1155/2012/608478PMC3431105

[42] AnJH, BlackwellTK. SKN-1 links C. elegans mesendodermal specification to a conserved oxidative stress response. Genes Dev. 2003 8 1;17(15):1882–93. doi: 10.1101/gad.1107803 1286958510.1101/gad.1107803PMC196237

[43] TulletJM a, HertweckM, AnJH, BakerJ, HwangJY, LiuS, et al Direct inhibition of the longevity-promoting factor SKN-1 by insulin-like signaling in C. elegans. Cell. 2008 3 21;132(6):1025–38. doi: 10.1016/j.cell.2008.01.030 1835881410.1016/j.cell.2008.01.030PMC2367249

[44] OliveiraRP, AbateJP, DilksK, LandisJ, AshrafJ, MurphyCT, et al Condition-adapted stress and longevity gene regulation by Caenorhabditis elegans SKN-1/Nrf. Aging Cell. 2009;8(5):524–41. doi: 10.1111/j.1474-9726.2009.00501.x 1957576810.1111/j.1474-9726.2009.00501.xPMC2776707

[45] ShenC, NettletonD, JiangM, KimSK, Powell-CoffmanJA. Roles of the HIF-1 hypoxia-inducible factor during hypoxia response in Caenorhabditis elegans. J Biol Chem. 2005;280(21):20580–8. doi: 10.1074/jbc.M501894200 1578145310.1074/jbc.M501894200

[46] BaruahA, ChangH, HallM, YuanJ, GordonS, JohnsonE, et al CEP-1, the Caenorhabditis elegans p53 Homolog, Mediates Opposing Longevity Outcomes in Mitochondrial Electron Transport Chain Mutants. PLoS Genet. 2014;10(2).10.1371/journal.pgen.1004097PMC393713224586177

[47] MiyakoK, KaiY, IrieT, TakeshigeK, KangD. The content of intracellular mitochondrial DNA is decreased by 1- methyl-4-phenylpyridinium ion (MPP+). J Biol Chem. 1997;272(15):9605–8. 909248410.1074/jbc.272.15.9605

[48] LeeH-C, WeiY-H. Mitochondrial biogenesis and mitochondrial DNA maintenance of mammalian cells under oxidative stress. Int J Biochem Cell Biol. 2005 4;37(4):822–34. doi: 10.1016/j.biocel.2004.09.010 1569484110.1016/j.biocel.2004.09.010

[49] MurphyMP. How mitochondria produce reactive oxygen species. Biochem J. 2009 1 1;417(1):1–13. doi: 10.1042/BJ20081386 1906148310.1042/BJ20081386PMC2605959

[50] JiangB, HebertVY, LiY, MathisJM, AlexanderJS, DugasTR. HIV antiretroviral drug combination induces endothelial mitochondrial dysfunction and reactive oxygen species production, but not apoptosis. Toxicol Appl Pharmacol. 2007 10 1;224(1):60–71. doi: 10.1016/j.taap.2007.06.010 1766945310.1016/j.taap.2007.06.010

[51] BallingerSW, PattersonC, YanCN, DoanR, BurowDL, YoungCG, et al Hydrogen peroxide- and peroxynitrite-induced mitochondrial DNA damage and dysfunction in vascular endothelial and smooth muscle cells. Circ Res. 2000;86(9):960–6. 1080786810.1161/01.res.86.9.960

[52] YanLJ, SohalRS. Mitochondrial adenine nucleotide translocase is modified oxidatively during aging. Proc Natl Acad Sci U S A. 1998;95(22):12896–901. 978901110.1073/pnas.95.22.12896PMC23645

[53] CocheméHM, MurphyMP. Complex I is the major site of mitochondrial superoxide production by paraquat. J Biol Chem. 2008;283(4):1786–98. doi: 10.1074/jbc.M708597200 1803965210.1074/jbc.M708597200

[54] PalmeiraCM, MorenoAJ, MadeiraVMC. Mitochondrial bioenergetics is affected by the herbicide paraquat. Biochim Biophys Acta—Bioenerg. 1995;1229(2):187–92.10.1016/0005-2728(94)00202-g7727498

[55] HamanakaRB, ChandelNS. Mitochondrial reactive oxygen species regulate cellular signaling and dictate biological outcomes. Trends Biochem Sci. 2010;35(9):505–13. doi: 10.1016/j.tibs.2010.04.002 2043062610.1016/j.tibs.2010.04.002PMC2933303

[56] VargheseF, AtchesonE, BridgesHR, HirstJ. Characterization of clinically-identified mutations in NDUFV1, the flavin-binding subunit of respiratory complex I, using a yeast model system. Hum Mol Genet. 2015;1–29.10.1093/hmg/ddv344PMC461470326345448

[57] SivitzWI, YorekM a. Mitochondrial dysfunction in diabetes: from molecular mechanisms to functional significance and therapeutic opportunities. Antioxid Redox Signal. 2010;12(4):537–77. doi: 10.1089/ars.2009.2531 1965071310.1089/ars.2009.2531PMC2824521

[58] PulliamDA, BhattacharyaA, Van RemmenH. Mitochondrial Dysfunction in Aging and Longevity: A Causal or Protective Role? Antioxid Redox Signal. 2013;19(12):1373–87. doi: 10.1089/ars.2012.4950 2302547210.1089/ars.2012.4950

[59] CristinaD, CaryM, LuncefordA, ClarkeC, KenyonC. A regulated response to impaired respiration slows behavioral rates and increases lifespan in Caenorhabditis elegans. PLoS Genet. 2009 4;5(4):e1000450 doi: 10.1371/journal.pgen.1000450 1936012710.1371/journal.pgen.1000450PMC2660839

[60] AmesBN. Optimal micronutrients delay mitochondrial decay and age-associated diseases. Mech Ageing Dev. 2010;131(7–8):473–9. doi: 10.1016/j.mad.2010.04.005 2042084710.1016/j.mad.2010.04.005

[61] TarnopolskyM a. The mitochondrial cocktail: rationale for combined nutraceutical therapy in mitochondrial cytopathies. Adv Drug Deliv Rev. 2008;60(13–14):1561–7. doi: 10.1016/j.addr.2008.05.001 1864762310.1016/j.addr.2008.05.001

[62] AllardJP, AghdassiE, ChauJ, TamC, KovacsCM, SalitIE, et al Effects of vitamin E and C supplementation on oxidative stress and viral load in HIV-infected subjects. AIDS. 1998 9 10;12(13):1653–9. 976478510.1097/00002030-199813000-00013

[63] MondalD, PradhanL, AliM, AgrawalKC. HAART drugs induce oxidative stress in human endothelial cells and increase endothelial recruitment of mononuclear cells: exacerbation by inflammatory cytokines and amelioration by antioxidants. Cardiovasc Toxicol. 2004 1;4(3):287–302. 1547027610.1385/ct:4:3:287

[64] de la AsunciónJG, Del OlmoML, Gómez-CambroneroLG, SastreJ, PallardóF V, ViñaJ. AZT induces oxidative damage to cardiac mitochondria: protective effect of vitamins C and E. Life Sci. 2004 11 19;76(1):47–56. doi: 10.1016/j.lfs.2004.06.020 1550147910.1016/j.lfs.2004.06.020

[65] LopezO, Bonnefont-RousselotD, EdeasM, EmeritJ, BricaireF. Could antioxidant supplementation reduce antiretroviral therapy-induced chronic stable hyperlactatemia? Biomed Pharmacother. 2003 5;57(3–4):113–6. 1281847110.1016/s0753-3322(03)00017-9

[66] MehtaS, FawziW. Effects of vitamins, including vitamin A, on HIV/AIDS patients. Vitam Horm. 2007 1;75:355–83. doi: 10.1016/S0083-6729(06)75013-0 1736832210.1016/S0083-6729(06)75013-0

[67] PatrickL. Nutrients and HIV: part one—beta carotene and selenium. Altern Med Rev. 1999 12;4(6):403–13. 10608913

[68] PatrickL. Nutrients and HIV: part two—vitamins A and E, zinc, B-vitamins, and magnesium. Altern Med Rev. 2000 2;5(1):39–51. 10696118

[69] PatrickL. Nutrients and HIV: part three—N-acetylcysteine, alpha-lipoic acid, L-glutamine, and L-carnitine. Altern Med Rev. 2000 8;5(4):290–305. 10956377

[70] MilazzoL, MenzaghiB, CarammaI, NasiM, SangalettiO, CesariM, et al Effect of antioxidants on mitochondrial function in HIV-1-related lipoatrophy: a pilot study. AIDS Res Hum Retroviruses. 2010 11;26(11):1207–14. doi: 10.1089/aid.2010.0024 2097735610.1089/aid.2010.0024

[71] DrögeW, BreitkreutzR. N-acetyl-cysteine in the therapy of HIV-positive patients. Curr Opin Clin Nutr Metab Care. 1999 11;2(6):493–8. 1067867910.1097/00075197-199911000-00011

[72] LuzAL, MeyerJN. Effects of reduced mitochondrial DNA content on secondary mitochondrial toxicant exposure in Caenorhabditis elegans. Mitochondrion. 2016 8 23;30:2–11.10.1016/j.mito.2016.08.014PMC502349827566481

[73] WangX, ChaiH, LinPH, YaoQ, ChenC. Roles and mechanisms of human immunodeficiency virus protease inhibitor ritonavir and other anti-human immunodeficiency virus drugs in endothelial dysfunction of porcine pulmonary arteries and human pulmonary artery endothelial cells. Am J Pathol. 2009 3;174(3):771–81. doi: 10.2353/ajpath.2009.080157 1921834310.2353/ajpath.2009.080157PMC2665739

[74] SunR, ErikssonS, WangL. Zidovudine induces downregulation of mitochondrial deoxynucleoside kinases: implications for mitochondrial toxicity of antiviral nucleoside analogs. Antimicrob Agents Chemother. 2014 11 1;58(11):6758–66. doi: 10.1128/AAC.03613-14 2518264210.1128/AAC.03613-14PMC4249380

[75] HukezalieKR, ThumatiNR, CôtéHCF, WongJMY. In Vitro and Ex Vivo Inhibition of Human Telomerase by Anti-HIV Nucleoside Reverse Transcriptase Inhibitors (NRTIs) but Not by Non-NRTIs. PLoS One. 2012 1;7(11):e47505 doi: 10.1371/journal.pone.0047505 2316658310.1371/journal.pone.0047505PMC3499584

[76] O’RourkeEJ, SoukasAA, CarrCE, RuvkunG. C. elegans major fats are stored in vesicles distinct from lysosome-related organelles. Cell Metab. 2009 11;10(5):430–5. doi: 10.1016/j.cmet.2009.10.002 1988362010.1016/j.cmet.2009.10.002PMC2921818

[77] MitchellDH, StilesJW, SantelliJ, SanadiDR. Synchronous growth and aging of Caenorhabditis elegans in the presence of fluorodeoxyuridine. J Gerontol. 1979 1;34(1):28–36. 15336310.1093/geronj/34.1.28

[78] BurnsAR, WallaceIM, WildenhainJ, TyersM, GiaeverG, BaderGD, et al A predictive model for drug bioaccumulation and bioactivity in Caenorhabditis elegans. Nat Chem Biol. 2010;6(7):549–57. doi: 10.1038/nchembio.380 2051214010.1038/nchembio.380

[79] Holden-DyeL, WalkerR. Anthelmintic drugs [Internet]. WormBook. 2007 [cited 2015 Sep 21]. http://www.wormbook.org/chapters/www_anthelminticdrugs/anthelminticdrugs.html#sec310.1895/wormbook.1.143.1PMC478134817988075

[80] Munch-PetersenB, CloosL, TyrstedG, ErikssonS. Diverging substrate specificity of pure human thymidine kinases 1 and 2 against antiviral dideoxynucleosides. J Biol Chem. 1991 5 15;266(14):9032–8. 2026611

[81] WangL, SunR, ErikssonS. The kinetic effects on thymidine kinase 2 by enzyme-bound dTTP may explain the mitochondrial side effects of antiviral thymidine analogs. Antimicrob Agents Chemother. 2011 6;55(6):2552–8. doi: 10.1128/AAC.00109-11 2144470610.1128/AAC.00109-11PMC3101437

[82] AndersonPL, KakudaTN, LichtensteinK a. The cellular pharmacology of nucleoside- and nucleotide-analogue reverse-transcriptase inhibitors and its relationship to clinical toxicities. Clin Infect Dis. 2004 3 1;38(5):743–53. doi: 10.1086/381678 1498626110.1086/381678

[83] HasegawaK, MiwaS, TajimaT, TsutsumiuchiK, TaniguchiH, MiwaJ. A rapid and inexpensive method to screen for common foods that reduce the action of acrylamide, a harmful substance in food. Toxicol Lett. 2007 12 10;175(1–3):82–8. doi: 10.1016/j.toxlet.2007.09.013 1802330210.1016/j.toxlet.2007.09.013

[84] BolgerAM, LohseM, UsadelB. Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30(15):2114–20. doi: 10.1093/bioinformatics/btu170 2469540410.1093/bioinformatics/btu170PMC4103590

[85] KimD, PerteaG, TrapnellC, PimentelH, KelleyR, SalzbergSL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14(4):R36 doi: 10.1186/gb-2013-14-4-r36 2361840810.1186/gb-2013-14-4-r36PMC4053844

[86] LangmeadB, SalzbergSL. Fast gapped-read alignment with Bowtie 2. Vol. 9, Nature Methods. 2012 p. 357–9.10.1038/nmeth.1923PMC332238122388286

[87] AndersS, PylPT, HuberW. HTSeq A Python framework to work with high-throughput sequencing data. bioRxiv. 2014.10.1093/bioinformatics/btu638PMC428795025260700

[88] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biol. 2010;11(10):R106 doi: 10.1186/gb-2010-11-10-r106 2097962110.1186/gb-2010-11-10-r106PMC3218662

[89] YangW, HekimiS. Two modes of mitochondrial dysfunction lead independently to lifespan extension in Caenorhabditis elegans. Aging Cell. 2010 6;9(3):433–47. doi: 10.1111/j.1474-9726.2010.00571.x 2034607210.1111/j.1474-9726.2010.00571.x

[90] YangW, LiJ, HekimiS. A Measurable increase in oxidative damage due to reduction in superoxide detoxification fails to shorten the life span of long-lived mitochondrial mutants of Caenorhabditis elegans. Genetics. 2007 12;177(4):2063–74. doi: 10.1534/genetics.107.080788 1807342410.1534/genetics.107.080788PMC2219504

[91] LagidoC, PettittJ, FlettA, GloverLA. Bridging the phenotypic gap: real-time assessment of mitochondrial function and metabolism of the nematode Caenorhabditis elegans. BMC Physiol. 2008 1;8:7 doi: 10.1186/1472-6793-8-7 1838466810.1186/1472-6793-8-7PMC2364618

[92] LawlessJ. Statistical Models and Methods for Lifetime Data. 2nd ed New York: John Wiley & Sons, 2011; 1982.

[93] NazirA, SammiSR, SinghP, TripathiRK. Trans-cellular introduction of HIV-1 protein Nef induces pathogenic response in Caenorhabditis elegans. PLoS One. 2010 1;5(12):e15312 doi: 10.1371/journal.pone.0015312 2117944610.1371/journal.pone.0015312PMC3001482

[94] MattsonMP. Hormesis defined. Ageing Res Rev. 2008;7(1):1–7. doi: 10.1016/j.arr.2007.08.007 1816244410.1016/j.arr.2007.08.007PMC2248601

[95] SchulzTJ, ZarseK, VoigtA, UrbanN, BirringerM, RistowM. Glucose Restriction Extends Caenorhabditis elegans Life Span by Inducing Mitochondrial Respiration and Increasing Oxidative Stress. Cell Metab. 2007;6(4):280–93. doi: 10.1016/j.cmet.2007.08.011 1790855710.1016/j.cmet.2007.08.011

# Supplementary material for: Beyond the polymerase-γ theory: Production of ROS as a mode of NRTI-induced mitochondrial toxicity
**Source:** PLoS One. 2017 Nov 2;12(11):e0187424. doi: 10.1371/journal.pone.0187424
**Supplement:** S1 Table — The number of sigmoidal body bends per worm per minute can be used as a proxy for fitness. Anti-oxidant concentration = 100μM. Statistics were calculated by two sided student’s t-test assuming unequal variance compared to control of that same time point. n.s. = not significant.

|  | Control | NAC |
| --- | --- | --- |
| 24h | 129.4 (±13.7) | 127.1 (±19.5) n.s. |
| 48h | 119.5 (±17) | 118.7 (±9.1) n.s. |
| 72h | 107.7 (±16.3) | 101.3 (±20.8) n.s. |

How the deposited data were processed for this re-analysis (not part of the article)

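Transcript levels of nematodes were measured by RNAseq after 24h or 72h without an addition, with 0.033% DMSO, or with 100μM AZT, d4T or FLT, in 3 biological replicates each. The authors trimmed the reads with Trimmomatic 0.32 and aligned them with TopHat 2.0.8 and Bowtie 2.1.0 to WBcel235. They counted reads per gene with HTSeq, and the deposited values are these raw counts, with 5 further entries per library for reads assigned to no gene. Those entries held 10.5 to 26.5% of the reads (median 14.5%). Total counts on genes per library were 11.3 to 30.6M (median 24.0M). No 2 libraries held the same values. Replicate numbers did not pair libraries between groups, as the correlations of the residuals with equal numbers did not all exceed 0.1. Conditions were taken from the deposited sample labels.

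All 30 libraries in 10 groups of 3 were fitted in 1 model with edgeR 4.0.16 in R 4.3.3, with 20 residual degrees of freedom. Genes were kept by filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with glmQLFit (robust) and glmQLFTest. The common biological coefficient of variation was 0.240. P-values were adjusted by Benjamini and Hochberg over the genes tested, and an adjusted p under 0.01, the paper's threshold, was taken as a change. The paper used DESeq. Levels per library are CPM with TMM factors, and log2 values for lists carry a prior count of 2. Each analogue was compared with DMSO at each time, DMSO with unexposed nematodes, the analogues with each other, and the effect at 72h with that at 24h.

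Lists of HIF-1 targets, of SKN-1 targets and of genes of CEP-1 and the DNA damage response were written from general knowledge. With other lists of metabolic, stress and tissue genes they number 33. Members past the threshold were counted over all genes tested and adjusted over the list alone. Lists were also tested with camera of limma 3.58.1 (preset correlation 0.01), with camera at an estimated correlation, and with fry. The genes named in the text follow a rule. It takes the genes the paper names, and every member of the lists for these pathways and of the genes encoded by mtDNA. It takes the 5 genes with the largest rise and fall in each comparison with DMSO, among those called, with a mean of at least 1 CPM in a group and libraries of the groups apart. It also takes the 3 called members with the smallest adjusted p in each direction of every other list.

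The test was checked on counts simulated from the group means and the dispersion of each gene, with known changes put in. A change of 1.5-fold was recovered for 1.49 to 4.48% of genes over the comparisons with a control. A change of 2-fold was recovered for 20.9% (d4T at 72h) to 46.3% (DMSO at 24h), and one of 4-fold for 80.3% (AZT at 24h) to 97.0% (AZT at 72h). No change was called in the wrong direction, and 0 to 2 other genes were called. Genes were drawn independently, so that this number does not cover variation that the real libraries share across genes. The simulation changed 66 or 67 genes at each fold, where the real comparisons of an analogue with DMSO called 1013 to 7845 genes. The adjusted p is harder to pass when fewer genes change, so that the shares recovered may understate recovery in the data.

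Similarity of the analogues was the Pearson correlation of log2 fold changes across the genes tested, beside 20 simulations in which unchanged groups share the DMSO libraries. Alternatives were relative log expression scaling, library totals, no filter, DESeq2 1.42.0, a replicate block, a fit of the compared groups alone, unexposed nematodes as the control, and each replicate left out in turn. Where 2 libraries of a group remain, the fit pools the spread over groups. The gene names came from a table covering 43623 genes and coordinates from Ensembl release 115. Reads were not realigned, and the strand setting of the counting is not known. The GFP reporter and the other assays of the paper were not analysed here.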

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

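The test of germline share for AZT at 72h, the tests of scaling for AZT, the tests on d4T 24h replicate 2 and the lane and scaling tests of DMSO against unexposed nematodes were chosen after the results were seen. Of the genes called with AZT at both times, 988 changed in opposite directions and 39 in the same direction. The effect of AZT at 72h differed from that at 24h for 8501 genes in the test of the difference, which drew attention to it. Larval moulting and cuticle genes had a median log2 fold change of -1.29 at 24h and 2.42 at 72h, and oocyte genes 0.79 and -1.21. Against unexposed nematodes the moulting median was 0 at 24h, where edgeR called 0 (3 lower at an unadjusted p under 0.05), and 2.56 at 72h, where 26 rose, so that the fall at 24h depends on the control. The oocyte medians kept their signs there, 0.63 at 24h, where edgeR called 0 (15 higher and 1 lower at an unadjusted p under 0.05), and -1.01 at 72h, where 9 fell. At 24h AZT changed 1640 genes against DMSO and 113 against unexposed nematodes, of which 22 were shared. DMSO itself changed 1446 genes upwards and 571 downwards against unexposed nematodes at 24h. Most changes called with AZT at 24h thus depend on the control. A fixed difference between the sequencing lanes of AZT and DMSO would give equal changes at both times, but the median ratio of changes was -0.429 (interval -0.438 to -0.421). The intervals in this part come from resampling genes or list members, not libraries. They do not cover variation between cultures, and what is argued from them holds for these libraries only. A lower share of germline RNA alone would raise other tissues alike. The medians of moulting, neuron, muscle and intestine genes at 72h were 2.42, 1.29, 1.18 and 0.73, a range of 1.69 (interval 1.02 to 2.30). As all of them rose while oocyte genes fell, a lower share may still account for a part. With scaling by library totals, which favours rises at 72h, 0.640 (interval 0.623 to 0.655) of the falls at 72h were kept. Of the 74 genes that rose at 24h and fell at 72h, 0.568 (interval 0.460 to 0.676) were kept, so that part of the falls depends on the scaling. This scaling moves all genes upwards at 72h, where falls could only lose calls. The shares therefore cannot decide which scaling is right. Of the 914 that fell at 24h and rose at 72h, which this scaling favours, 895 were kept, and in all 1195 genes changed in opposite directions and 31 in the same direction. A different pace of development with AZT may account for the opposite changes, as may a response to the drug itself or the DMSO 24h libraries. None of these was tested.

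d4T 24h replicate 2 stood apart from its group, and the difference between AZT and d4T at 24h (4731 genes, from a test of the difference) and between d4T and FLT (936 genes) depends on it, with 10131 and 2846 genes without it. On a line from AZT 24h (0) to the other d4T 24h libraries (1), 1641 genes that do not follow the oocyte list had a median position of 0.163 (interval 0.150 to 0.175), with 155 of them (9.45%) more than 0.5 of the way to d4T, and 8472 genes that follow it had 0.0435. These positions restate its closeness to AZT 24h. An AZT 24h library under a d4T label may explain it, as may a culture with little response to d4T, since AZT at 24h changed 113 genes against unexposed nematodes. The analogues were dissolved in DMSO, however, so that such a culture could also be expected near DMSO 24h. Against DMSO, AZT at 24h changed 1640 genes. A swap needs a partner among the AZT 24h libraries, but the correlation of each with the other AZT 24h libraries exceeded that with d4T 24h replicates 1 and 3 by at least 0.0655. A lower share of germline RNA in replicates 1 and 3, as the only cause, is argued against by tissue medians 1.93 apart (interval 0.993 to 2.45). In these replicates oocyte genes were lower (median -2.04) and the tissue medians higher (0.44 to 2.37), so that a lower share of oocyte RNA may account for a part. Spermatogenesis genes, which are also of the germline, were not part of this test. A wrong label and a weak response to d4T were not tested against each other.

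DMSO against unexposed nematodes, a comparison that the paper does not report, changed 2017 genes at 24h and 1881 at 72h. Of 78 cytosolic ribosomal protein genes, 69 rose with DMSO at 72h (72 adjusted over the list alone, median 1.41). A fixed lane difference behind most of the changes with DMSO is argued against by a median ratio between the times of -0.185 (interval -0.215 to -0.169). Of the genes called at both times, 97 changed in the same direction and 283 in opposite directions. With scaling by library totals, 0.649 (interval 0.619 to 0.678) of the rises at 72h were kept, so that part of them depends on the scaling. It moves all genes downwards at 72h, where rises could only lose calls, and cannot decide which scaling is right. At 24h that scaling hardly moved the values (0.883 of the rises kept, interval 0.866 to 0.900) and decides nothing. Lane effects that differ between genes and times cannot be told apart from DMSO. A response to DMSO may account for it, as may a difference in age or culture, and neither was tested.

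The other differences came from tests of the difference between analogues or times. AZT and FLT differed for 6499 genes at 24h and 6492 at 72h. AZT and d4T differed for 1930 genes at 72h, and d4T and FLT for 1796. Effects at 72h and 24h differed for 1286 genes with d4T and 1562 with FLT. Outside the pathways the paper names, 63 pairs of a list and a drug comparison passed camera's threshold, 0 of which did so with an estimated correlation. The median ratio of changes between the times was 0.0124 for d4T and 0.0551 for FLT, which argues against a fixed lane difference behind most of these changes. It does not cover each gene, as 92 genes with d4T and 100 with FLT were called in the same direction at both times. In opposite directions 78 and 131 were called.

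Splits of 3 against 3 libraries number 10, too few for a share under 0.05. The real split gave the highest number of genes, and 1 of 10 splits was as large, for AZT at 24h (1640, highest other 0), FLT at 24h (2428, 0), AZT at 72h (7845, 0), d4T at 72h (1875, 0) and FLT at 72h (1294, 0). The same held for DMSO at 24h (2017, 1) and 72h (1881, 0), AZT against FLT at 24h (6499, 0) and 72h (6492, 2), AZT against d4T at 72h (1930, 0) and d4T against FLT at 72h (1796, 2). In 3 comparisons at 24h another split called more, so that 2 of 10 splits were as large: d4T against DMSO (1013, highest other 4846), AZT against d4T (4731, 5329) and d4T against FLT (936, 5169). The highest splits set d4T 24h replicates 1 and 3 apart from replicate 2, which points to a structure of the samples. Of 31 splits of the effect between times, 1 was as large for AZT (8501, highest other 5076) and 1 for FLT (1562, 272). For d4T 2 of 31 splits were as large (1286, 4558). The other splits mix drug and DMSO libraries within a time, so that a drug effect at either time can put the real split first. They therefore cannot decide whether the effects differ between the times.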

How the results depend on the processing

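The removal of d4T 24h replicate 2 with DMSO 24h replicate 1, the replicates left out between analogues or times, and the unexposed control for lists were chosen after seeing the data. The cause of a change was not tested. Relative log expression scaling, no filter and the replicate block kept all 17 counts of genes, rises and falls together, within 1.5 times. AZT at 72h gave 7791 with the replicate block. Library totals kept 16, with 2875 genes for d4T at 72h. A single direction could move more. Without the filter, rises numbered 86 (172 in the main fit) with AZT at 24h and 590 (921) with FLT at 24h. By library totals, falls numbered 946 (1507) with FLT at 24h and 2222 (3474) with AZT at 72h. With unexposed nematodes as the control, AZT, d4T and FLT changed 113, 5173 and 4725 genes at 24h and 5099, 33 and 2002 at 72h, of which 22, 645, 1321, 3841, 9 and 593 were shared with the genes called against DMSO. There *atm-1* (-0.17) and *aip-1* (0.019) with d4T at 72h, *nit-1* (0.34) and *gst-35* (-0.44) with AZT at 24h and *gst-5* (0.088) with FLT at 72h had the other sign and did not pass. A fit of the compared groups alone, with fewer samples, gave 4275 (AZT), 0 (d4T, edgeR, 1373 at an unadjusted p under 0.05, where DESeq2 called 1529 over all libraries) and 763 (FLT) genes at 24h, and 6538 (d4T) and 2465 (FLT) at 72h. It gave 4241 and 5973 for DMSO at 24h and 72h, 0 for AZT against d4T (4430 unadjusted) and d4T against FLT (1218 unadjusted) at 24h by edgeR, 5576 for AZT against d4T and 3005 for d4T against FLT at 72h, and 383 for d4T between times. DESeq2 called 2740 (AZT) and 1529 (d4T) at 24h, 2855 (d4T) and 1969 (FLT) at 72h, 3063 for DMSO at 24h, 1837 for d4T against FLT at 24h, 3509 for AZT against d4T at 72h and 1952 for d4T between times. Without d4T 24h replicate 2 and DMSO 24h replicate 1 together, 2835 (AZT), 6362 (d4T) and 3767 (FLT) genes changed at 24h, with 10317 for AZT against d4T, 2982 for d4T against FLT, and 2447 (d4T) and 2870 (FLT) between times. With each replicate left out in turn, counts were 394 to 1761 (AZT), 361 to 6032 (d4T) and 989 to 2225 (FLT) at 24h, lowest without AZT 24h replicate 1, d4T 24h replicate 1 and DMSO 24h replicate 2. At 72h they were 5936 to 7475 (AZT), 801 to 1147 (d4T) and 677 to 878 (FLT), and for DMSO 944 to 1910 at 24h and 892 to 1261 at 72h. Between analogues they were 772 to 10131 (AZT against d4T), 3510 to 6308 (AZT against FLT) and 253 to 2846 (d4T against FLT) at 24h, and 570 to 1925, 4143 to 5951 and 1076 to 1512 at 72h. Between times they were 7466 to 8341 (AZT), 804 to 2415 (d4T) and 887 to 1531 (FLT). Camera called 70 pairs of a list and a drug comparison, and 0 with an estimated correlation (18 at an unadjusted p under 0.05, and 59 by fry). With separate controls, the first or second analogue against unexposed nematodes, the correlations at 24h were 0.058 and -0.485 for AZT and d4T. For AZT and FLT they were -0.081 and -0.531, for d4T and FLT 0.412 and 0.466, and at 72h 0.102 and 0.395 (AZT and d4T), -0.016 and 0.014 (AZT and FLT) and 0.078 and -0.134 (d4T and FLT). Of the 35 named genes and comparisons, 33 kept direction and side of the threshold with DESeq2, 32 with library totals, 27 in the fit of compared groups and 23 against unexposed nematodes, and 172 of their values with a replicate left out did so, while 35 no longer passed. With 3 libraries per group, a simulation with few changed genes recovered 1.49 to 4.48% of added 1.5-fold changes, which may understate recovery in the data. The depth was not varied.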

Differences from the paper's values

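The paper used DESeq at the same threshold. Numbers of DEGs were worked out from the overlaps and percentages of the paper's tables, which imply 778 genes down and 423 up for AZT at 24h, where 1468 and 172 were found. The number down came within 1.5 times without DMSO 24h replicate 2 (833) or AZT 24h replicate 3 (957), and the number up came nearest with DESeq2 (635). With unexposed nematodes as the control they were 77 and 36. For d4T at 24h the paper's tables imply 2427 down and 3175 up, where 360 and 653 were found. They were 2037 and 3136 with unexposed nematodes as the control, and 3634 and 2398 without d4T 24h replicate 2, both set before the data were examined. For d4T at 72h they imply 339 down and 434 up, where 941 and 934 were found. With unexposed nematodes as the control, 17 fell and 16 rose. With library totals 508 fell, without a filter 627 rose, and without d4T 72h replicate 2, 453 fell. With any 1 library left out, 348 to 528 rose. For FLT at both times and AZT at 72h the numbers found were within 1.5 times of the implied ones. Which control group the paper's DEGs were called against is not known here.

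The paper states that each analogue at both times induced genes under CEP-1. The list of CEP-1 and the DNA damage response used here is not the paper's list and holds checkpoint and repair genes beside targets of CEP-1. Of this list, the genes called were mostly lower with FLT at 24h (1 higher, 6 lower) and AZT at 72h (1 higher, 23 lower). Without DMSO 24h replicate 2, 3 fell with FLT at 24h, and without AZT 72h replicate 1, 13 fell with AZT at 72h. The median of oocyte and germline genes was also lower in both comparisons. The paper's tables also mark overlaps of lowered genes there, 225 (18.8%) with FLT at 24h and 618 (20.4%) with AZT at 72h, beside those of raised genes (229 and 604). The *phg-1* gene rose in both, and 15 genes were higher with AZT at 24h at an unadjusted p under 0.05, where DESeq2 called 1 and a fit of the compared groups alone 13. Without d4T 24h replicate 2 and DMSO 24h replicate 1 together, chosen after seeing the values, 3 rose with AZT at 24h. With FLT at 72h edgeR and DESeq2 called 0, with 2 lower at an unadjusted p under 0.05, and 1 rose and 1 fell with unexposed nematodes as the control. For HIF-1 and d4T, edgeR called 0 of 11 targets at 24h where the paper states an overlap, with 5 higher at an unadjusted p under 0.05 and DESeq2 calling 1. Without d4T 24h replicate 2 it called 6, and with unexposed nematodes as the control, chosen after seeing the values for lists, it called 8 higher and 1 lower. At 72h the paper's table marks an overlap for genes lowered by d4T and not for raised ones. Here 0 targets fell and *phy-2* rose, a call that was lost with any 1 library left out. For SKN-1 the paper states an overlap with each analogue at 24h. With AZT 1 target rose and 1 fell (2 and 1 with DESeq2), while 3 rose with d4T, and 9 rose and 2 fell with FLT. In a fit of the compared groups alone edgeR called 0 with d4T, and 5 rose with FLT. The paper states that a reporter of *gst-4* expression was raised at 24h by AZT and not by d4T or FLT. In the first hours of exposure it reports a rise with the NRTIs, d4T and FLT among them. The reporter was measured at a higher concentration and in another strain than in the RNAseq. The *gst-4* transcript rose with FLT (log2 fold change 1.15) and did not pass with AZT (-0.19) or d4T (0.40).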

Other observations

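No test was chosen after the result was seen in this part, apart from the comparisons of lists with unexposed nematodes and the list counts without DMSO 24h replicate 1. Of 78 cytosolic ribosomal protein genes, 68 fell with d4T at 72h (69 adjusted over the list alone, median log2 fold change -1.33), 63 with AZT (64 fell and 1 rose adjusted over the list alone, median -1.0) and 17 with FLT (29 adjusted over the list alone, median -0.39). Camera's adjusted p for d4T was 4.7e-88, and adjusted p = 0.041 with an estimated correlation. Of 64 nuclear MRC genes, 34 fell and 1 rose with d4T (40 and 1 adjusted over the list alone), 43 fell and 2 rose with AZT (43 and 3 adjusted over the list alone), and 11 fell and 1 rose with FLT (16 and 2 adjusted over the list alone). With scaling by library totals, 27 of them fell and 3 rose with d4T, 28 fell and 6 rose with AZT, and 5 fell and 2 rose with FLT. Against unexposed nematodes at 72h edgeR called 0 with d4T (7 higher at an unadjusted p under 0.05), while 4 rose with AZT, and 23 rose and 2 fell with FLT. Against unexposed nematodes 0 ribosomal protein genes changed with d4T by edgeR (9 higher and 1 lower at an unadjusted p under 0.05). With AZT 16 rose (9 adjusted over the list alone), and with FLT 66 rose (67 adjusted over the list alone). Of 14 genes encoded by mtDNA, 8 fell with DMSO against unexposed nematodes at 24h (9 adjusted over the list alone, median -0.89).

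Of 32 fat metabolism genes 15 fell with AZT at 24h (19 adjusted over the list alone, median -1.05), and of 17 intestine genes 11 fell (13 adjusted over the list alone, median -1.23). Without DMSO 24h replicate 1 these numbers were 9 and 4. Against unexposed nematodes edgeR called 0 of either list with AZT at 24h (3 fat metabolism genes higher and 7 lower, and 2 intestine genes lower, at an unadjusted p under 0.05). With DMSO against unexposed nematodes at 24h, 9 fat metabolism genes rose and 1 fell (11 and 1 adjusted over the list alone) and 9 intestine genes rose (12 adjusted over the list alone). Without DMSO 24h replicate 1, 8 and 3 rose (9 and 8 adjusted over the list alone). The 6 vitellogenin genes rose with AZT at 72h (6 adjusted over the list alone, median 1.85), where reads shared between paralogs limit each gene's value, and 3 rose against unexposed nematodes. Of 38 spermatogenesis genes, 9 fell with d4T at 72h (20 fell and 1 rose adjusted over the list alone), while against unexposed nematodes edgeR called 0 with d4T (1 higher and 2 lower at an unadjusted p under 0.05, median 0.50), and 21 rose with DMSO against unexposed nematodes at 72h (25 and 1 lower adjusted over the list alone). Of 9 cytosolic heat shock genes, 3 rose with FLT at 72h (4 adjusted over the list alone, median 0.63). At 72h, DMSO changed 917 genes upwards and 964 downwards, and 595 and 1670 by library totals, which moved the median of all genes by -0.20.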
